# An Integrated Analysis of miRNA and Gene Expression Changes in Response to an Obesogenic Diet to Explore the Impact of Transgenerational Supplementation with Omega 3 Fatty Acids

**DOI:** 10.3390/nu12123864

**Published:** 2020-12-17

**Authors:** Karla Fabiola Corral-Jara, Laura Cantini, Nathalie Poupin, Tao Ye, Jean Paul Rigaudière, Sarah De Saint Vincent, Alexandre Pinel, Béatrice Morio, Frédéric Capel

**Keywords:** metabolic syndrome, transcriptome, microRNA, liver, omega 3 fatty acids, obesity

## Abstract

Insulin resistance decreases the ability of insulin to inhibit hepatic gluconeogenesis, a key step in the development of metabolic syndrome. Metabolic alterations, fat accumulation, and fibrosis in the liver are closely related and contribute to the progression of comorbidities, such as hypertension, type 2 diabetes, or cancer. Omega 3 (*n*-3) polyunsaturated fatty acids, such as eicosapentaenoic acid (EPA), were identified as potent positive regulators of insulin sensitivity in vitro and in animal models. In the current study, we explored the effects of a transgenerational supplementation with EPA in mice exposed to an obesogenic diet on the regulation of microRNAs (miRNAs) and gene expression in the liver using high-throughput techniques. We implemented a comprehensive molecular systems biology approach, combining statistical tools, such as MicroRNA Master Regulator Analysis pipeline and Boolean modeling to integrate these biochemical processes. We demonstrated that EPA mediated molecular adaptations, leading to the inhibition of miR-34a-5p, a negative regulator of Irs2 as a master regulatory event leading to the inhibition of gluconeogenesis by insulin during the fasting–feeding transition. Omics data integration provided greater biological insight and a better understanding of the relationships between biological variables. Such an approach may be useful for deriving innovative data-driven hypotheses and for the discovery of molecular–biochemical mechanistic links.

## 1. Introduction

Weight gain and abnormal lipid metabolism are major determinants of whole body insulin resistance, leading to the appearance of cardiovascular diseases, type 2 diabetes, cancer, etc. [1]. Insulin resistance corresponds to the decreased ability of insulin to stimulate glucose uptake in muscle, adipose, and other tissue, and to inhibit hepatic gluconeogenesis. Under normal conditions, a fasted state is characterized because glucagon can activate hepatic gluconeogenesis, lipolysis, and the oxidation of fatty acids (FA). Upon feeding, insulin released from pancreatic B cells reaches hepatocytes to inhibit gluconeogenesis and promote glycolysis and de novo lipogenesis [2]. With insulin resistance, these mechanisms are dysregulated, as no more glucose enters the cell, gluconeogenesis and lipolysis are increased. Inhibition of insulin signaling may arise from the deposition of FA or other lipid mediators in the peripheral tissues, proteins secreted by dysfunctional/inflamed adipose tissue through intracellular mechanism which remain partially characterized [3]. Several reports have suggested that metabolic abnormalities and alterations of adipose tissue biology could be prevented by increasing the intake of omega-3 (*n*-3) polyunsaturated fatty acids (PUFAs), especially those of marine origin such as eicosapentaenoic acid (EPA) or docosahexaenoic acid (DHA) [4,5,6].

Promising and higher effects of EPA compared to DHA were described against obesity and insulin resistance, but the molecular mechanisms leading to a differential effect are not yet fully clarified and the long term or transgenerational effects are unknown [7]. Hence, metabolic adaptations during pregnancy may be influenced by the lipid quality of the diet, inducing a differential response to a nutritional stress, probably linked to epigenetic modifications [8]. The integration of multi-omic data can provide deeper biological insights, a better understanding of relationships between biometric, biological, molecular variables. Innovative data-driven hypotheses paving the way to the discovery of mechanistic links could then be proposed. Recently, an integration of multi-omic data allowed the study of calorie restriction-induced changes in insulin sensitivity and the identification of diverse biomarkers [9]. On the other hand, the analysis of large data sets generated by metabolomics and lipidomics has shed new light on the roles of metabolites, such as lipids, amino acids and bile acids, in modulating insulin sensitivity. Metabolites can regulate insulin sensitivity directly by modulating components of the insulin signaling pathway, such as insulin receptor substrates (Irs) and AKT, and indirectly by altering the flux of substrates through multiple metabolic pathways, including lipogenesis, lipid oxidation, protein synthesis and degradation and hepatic gluconeogenesis [10].

In this study, we used a systems biology approach to explore hepatic metabolic and regulatory networks in response to an obesogenic diet in mice supplemented with EPA during three generations. We extracted cues of the underlying molecular mechanisms from transcriptomic and miRomic high-throughput data, using statistical methods, such as MicroRNA Master Regulator Analysis (MMRA) pipeline, and Boolean modelling. We were able to predict microRNA (miRNA)–gene interactions and simulate hepatic metabolic pathways of glucose flux in silico. From this analysis, we were able to extract new regulations between Irs2 gene and miR-34a-5p linked to transgenerational intake of EPA as a master controller of hepatic gluconeogenesis to prevent insulin resistance

## 2. Materials and Methods

### 2.1. Dietary Intervention and Sample Collection

The present study was approved by the Animal Care and Use Committee of Auvergne (CEMEA Auvergne) and the Ministère de l’Enseignement Supérieur et de la Recherche (01276.01). C57bl/6J mice were bred for 3 generations in the animal facility the INRAE research center of Theix (63122 Saint-Genes Champanelle, France) with a growing diet (A03 diet from Safe diets, Augy, France) supplemented with 1% (*w*/*w*) of fish oil (Polaris Omegavie 70 TG, EPA) containing 75% of omega 3 FA (omega 3 lineage), mainly in the form of EPA which represented 8% of the fatty acids in the final diet or 1% (*w*/*w*) of high oleic sunflower oil (control lineage) containing 83.5% of oleic acid (Lesieur, Coudekerque Branche, France) as a control group. The supplementation of the control group with 1% of sunflower oil aimed at matched the caloric supplementation related to the addition of fish oil in the omega 3 lineage with a marginal impact on metabolic parameters. The details of the breeding strategy and lipid composition of the diets are described in Supplementary Figure S1. F3 male mice from control and omega 3 lineages were matched for body weight (*n* = 8 per group) and fed with a high-fat, high-sucrose diet (HFD, 24% of fat, 20% of sucrose) providing 45% of energy from fat (RD 12,451 from Research diet, Brogaarden Gentofte, Denmark) for 17 weeks. These animals constituted the HFoleic and HFepa groups, respectively. A reference group of F3 male mice (*n* = 9) from the control lineage was fed with a low-fat diet (LFD) providing 10% of energy from fat (RD 12450H from Research diet) during the challenge as a reference group. Animals were maintained under a temperature-controlled environment and 12 h–12 h light-dark cycle throughout the study. All the procedures were followed to reduce the number and manipulation of the animals in the study.

At the end of the feeding period, during the fasting period, the animals were sacrificed under anesthesia with 4% isoflurane. Liver was harvested, snap-frozen in liquid nitrogen and stored at −80 °C until use. Total RNA was extracted from the liver using TRIzol^®^ reagent (Thermo Scientific, Courtaboeuf, France) according to the manufacturer’s instructions. Each total RNA sample was assessed for quantification and integrity using the Agilent Bioanalyzer (Agilent, Santa Clara, CA, USA).

### 2.2. Gene Expression and miRNA Analysis

#### 2.2.1. Microarray Gene Expression Analysis

Gene expression profiles were performed at the GeT-TRiX facility (INRAE, GénoToul, Génopole Toulouse Midi-Pyrénées, Toulouse, France) using Agilent Sureprint G3 Mouse GE v2 microarrays (8 × 60 K, design 074809) following the manufacturer’s instructions. For each sample, 200 ng of total RNA were prepared for hybridization using the One-Color Quick Amp Labeling kit (Agilent Technologies, Les Ulis, France) following the manufacturer’s instruction. All samples had an RNA integrity number above 7.5. The slides were scanned on Agilent G2505C Microarray Scanner (Agilent Technologies, Les Ulis, France) using Agilent Scan Control A.8.5.1 software (Agilent Technologies, Les Ulis, France) and fluorescence signal extracted using Agilent Feature Extraction software v10.10.1.1 (Agilent Technologies, Les Ulis, France). Raw data (median signal intensity) were filtered; log2 transformed and normalized using quantile method [11]. A model was fitted using the limma lmFit function [12]. Microarray data and experimental details are available in NCBI’s Gene Expression Omnibus [13] and are accessible through GEO Series accession number GSE145620 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE145620).

#### 2.2.2. Small RNA Sequencing (Small RNA-Seq) Analysis

Small RNA-seq were performed at the IGBMC GenomEast Platform (Strasbourg, France), small RNA-seq libraries were generated from 2000 ng of total RNA using TruSeq Small RNA Library Prep Kit (Illumina, San Diego, CA, USA), according to manufacturer’s instructions. Briefly, during the first step, RNA adapters were sequentially ligated to each end of the RNA, firstly the 3′ RNA adapter (5′-TGGAATTCTCGGGTGCCAAGG-3′) which is specifically designed to target miRNAs and other small RNAs, then the 5′ RNA adapter (5′-GTTCAGAGTTCTACAGTCCGACGATC-3′). Small RNA ligated with 3′ and 5′ adapters were reverse transcribed, and PCR amplified (30 s at 98 °C; (10 s at 98 °C, 30 s at 60 °C, 15 s at 72 °C) × 13 cycles; 10 min at 72 °C) to obtain cDNA. Acrylamide gel purifications of 140–160 nt amplified cDNA (corresponding to cDNA obtained from small RNA +120 nt from adapters) were performed. The final cDNA libraries were checked for quality and quantified using capillary electrophoresis. Libraries were loaded in the flow cell at 2.8 nM and clusters were generated using Cbot and sequenced on HiSeq 4000 (Illumina) as single-end 50 base reads, according to manufacturer’s instructions. Adapters were removed using FASTX-Toolkit (http://hannonlab.cshl.edu/fastx_toolkit/index.html). The trimmed sequencing reads of each library were then mapped and annotated with ncPRO-seq [14] onto the mus musculus genome GRCm38.p6 genome (mm9). Briefly, read alignment was performed using Bowtie v0.12.8, allowing a sum of qualities of mismatching bases lower than 50 (denoted –e 50). Aligned reads were then annotated accordingly against ortholog miRNAs in mice (miRBase release 22.1). MiRNA data were Log2 transformed and normalized using the quantile method [11]. MiRNA data and experimental details are described in GEO accession GSE146445 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE146445).

### 2.3. Bioinformatic and Statistical Analysis

#### 2.3.1. Gene Differential Expression between Biological Conditions

Pair-wise comparisons between biological conditions (reference, HFoleic, HFepa) were performed using T-test and Fold Change (FC). A correction for multiple testing was applied using the Benjamini–Hochberg procedure [15] to control the false discovery rate (FDR). Genes with FDR-adjusted *p* < 0.05 were considered to be differentially expressed between conditions. For the combination of gene and miRNA expression data (see Section 2.3.3), we defined as “up signature genes”, those with log2 FC > 0 and FDR-adjusted *p* < 0.05, and as “down signature genes” those with log2 FC < 0 and FDR-adjusted *p* < 0.05 in each biological comparison (HFepa vs. reference, HFoleic vs. reference and HFepa vs. HFoleic).

#### 2.3.2. Testing Gene Signature Performances with Partial Least-Squares Discriminant Analysis and Hierarchical Clustering

In order to verify the classification group (condition) of our samples, we performed a partial least squares regression-discriminant analysis (PLS-DA). PLS-DA was performed from differentially expressed genes and miRNA using Mixomics R [16]. In addition, hierarchical clustering of samples and gene expression data was performed using Euclidean distance and Ward’s method.

#### 2.3.3. Application of MicroRNA Master Regulator Analysis (MMRA)

The four steps of the MicroRNA Master Regulator Analysis (MMRA) pipeline [17] was applied to identify miRNA-gene interactions possibly involved in the differential biological regulations in each comparison (HFepa vs. reference and HFoleic vs. reference). MMRA consists of four sequential steps, each aimed at progressively reducing the number of candidate miRNAs: (i) differential expression analysis to highlight miRNAs with subtype-specific expression; (ii) target gene transcript enrichment analysis, to further select those miRNAs whose predicted targets are enriched in the associated subtype gene signature; (iii) network analysis, in which an mRNA network is constructed around each miRNA and tested for enrichment in signature genes; and (iv) identification of miRNAs whose expression “explains” the expression of subtype signature genes.

- MMRA step1: MiRNA differential expression analysis

Pair-wise comparisons between biological conditions in miRNA expression data were performed using the Bioconductor package DEGseq [18] to capture the differentially expressed miRNAs. miRNAs with FC > 0.25, *p* < 0.01 (corresponding to an FDR < 0.05) [15] were defined as differentially expressed between biological conditions and retained for further analysis.

- MMRA step2: target genes enrichment analysis

For each miRNA differentially expressed in a biological condition, miRNA target genes were predicted by combining the results of three miRNA-target databases (miRTarBase [19], miRDB [20], and TargetScan [21]). Only miRNA-target interactions predicted by at least two databases were included as putative targets in our analysis. We performed a target enrichment analysis in the “up” and “down” gene signature of the biological condition in which the miRNA was found differentially expressed. The enrichment analysis was performed with a Fisher’s exact test. The miRNAs whose targets were enriched with a Fisher’s *p* < 0.05 were retained for the following steps of the pipeline.

- MMRA step3: network analysis

ARACNE information-theoretic algorithm (http://wiki.c2b2.columbia.edu/califanolab/index.php/Software/ARACNE) was used to infer interactions between each miRNA selected in the previous step and any gene from the paired dataset. The software was available through the Cyni Toolbox panel under the Infer Network tab, implemented in Cytoscape (https://cytoscape.org/). Quantile normalization was performed as standard ARACNE pre-processing. Only edges connecting miRNA to genes were considered, thus having the miRNA as the only hub of the network. A mutual information (MI) *p*-value significance threshold fixed at 10^−7^ was used as recommended. Each of the consensus networks was tested for significant enrichment in “up” and “down” gene signature of each biological condition with Fisher’s exact test. A threshold of *p* < 0.05 was used in the enrichment test.

- MMRA step4: Step-wise Linear Regression (SLR) analysis

SLR is here used to filter out weak miRNA-gene interactions identified in the previous steps. In the SLR analysis, the gene log2-expression levels were considered as response variables, and the log2-expression levels of miRNAs linked by ARACNE or by databases to the gene were considered as the explanatory variables. Akaike information criterion was used as the stop criterion. At the end of this step, for each biological condition, we obtained a list of miRNAs with their associated signature genes.

### 2.4. Pathways Analysis

In order to gain mechanistic insight into gene lists generated from our previous analysis, we performed a pathway enrichment analysis, and we identified related biological pathways.

#### 2.4.1. Molecular Pathway Analysis with GeneTrail2

Molecular signatures from HFepa vs. reference, HFoleic vs. reference and HFepa vs. HFoleic comparisons were explored using gene set enrichment analysis (GSEA) implemented in GeneTrail2 [22,23]. In order to limit the effect of outliers, the unweighted version of GSEA implemented in GeneTrail2 evaluated whether the genes of different biological categories from KEGG-, Reactome- and Wiki-pathway datasets were randomly distributed or accumulated on top or bottom of the list. To this aim, a Kolmogorov–Smirnov test was applied on FC of genes with a differential expression between 2 groups at *p* < 0.05 with no FDR adjustment. As recommended by the GeneTrail2 algorithm, only sets of genes identified at *p* < 0.05 after adjustment for multiple testing using the Benjamini–Yekutieli method were considered.

#### 2.4.2. Metabolic Pathways Analysis with MetExplore

The list of genes exhibiting a differential expression and regulated by at least one miRNA was used for visualization and exploration of metabolic pathways using MetExplore [24] (https://metexplore.toulouse.inra.fr/metexplore2/). This list of genes was mapped on the mouse metabolic network iSS1393 [25] (biosource Id #2893 in MetExplore) to find the associated metabolic reactions. The identified reactions were assigned a different numerical attribute if they were associated with differentially expressed genes in the HFoleic condition (1), HFepa condition (2) or in both conditions (3) compared to reference group. The whole list of reactions with their numerical attributes was then mapped on the metabolic network to locate them in the whole metabolic network and visualize associated metabolic pathways of interest. Pathway enrichment analyses were performed over the sets of reactions associated with the HFoleic condition, the HFepa condition and common to both condition, respectively, to assess whether the given reactions were significantly over-represented in a metabolic pathway. Pathway enrichment statistics were performed using one-tailed exact Fisher test, with a Benjamini–Hochberg correction for multiple tests, using the metabolic pathways defined in the iSS1393 network.

### 2.5. Logical Modeling of Gene Regulatory and Metabolic Networks

A Boolean modelling approach implemented in GINsim software (v3.0.0b, http://ginsim.org) was used to build a dynamic model of the associations between the highlighted signaling pathways and the metabolic phenotypes related to obesity and insulin resistance [26]. This approach consisted in a simplified reconstruction of biochemical networks to connect metabolic components based on prior knowledge. The model inherently provided links of causality and an input–output relationship at the molecular level, allowing the in silico analysis of the dynamical behavior of the network (presence/activation, absence/deactivation of the different components) under different combinations of inputs or perturbations in the system [27].

Each node in the graph was represented by a single Boolean variable which exhibited two possible levels, 0 (OFF) if the element was absent/inactive or 1 (ON) if the element was present/active. For some exceptions, this two-state representation may be biologically too restrictive and 3 levels should be necessary, 0 (OFF), 1 (LOW), and 2 (HIGH), representing high or low activation of this node regulator in the network [28]. The model was represented on a regulatory graph where each node represented a component of the network. Edges represented the regulatory positive or negative influences between nodes. Next, we defined logical rules to determine the level of activity of each target node depending on the levels of regulators. Computational modeling through in silico simulations and perturbations revealed dynamical properties of the network. The model was then used to test and predict biological hypotheses. The model was built using input information from the literature, the KEGG database [29], and the present experiment.

### 2.6. Validation of Gene Expression

For microarray validation purposes, cDNAs were synthesized from 2 µg of total RNA using the High Capacity cDNA Reverse Transcription Kit from Applied Biosystem (Thermo Scientific, Courtaboeuf, France). The products of reverse transcription were used for Quantitative Real Time Polymerase Chain Reaction (qRT-PCR) using specific primers and Rotor-Gene SYBR Green PCR master mix on a Rotor-Gene Q system (Qiagen, Courtaboeuf, France). Quantification of mRNA of selected genes was assayed using the ddCT method using Hprt as housekeeping gene. Differential expression between reference, HFoleic and HFepa conditions were analyzed using pairwise T-test and a correction for multiple testing [15] using a cut-off for significance fixed at *p* < 0.05. Primer sequences and PCR conditions are available upon request ().

## 3. Results

### 3.1. Effect of High Fat Diet and Transgenerational Supplementation with EPA in Gene and miRNAs Expression

The impact of the obesogenic diet on fat mass accumulation, increase in liver weight, plasma glucose, and insulin levels was reduced in mice that received a transgenerational supplementation with EPA as compared to the oleic/control lineage (Table 1).

The global workflow of our study was based on an integration of bioinformatic and statistical blocks, including the use of R packages, and software applications such as Cytoscape and GINsim (Figure 1). In order to go into the molecular mechanisms that could mediate the positive effect of supplementation with omega 3 FA in mice challenged with an obesogenic HFD; we characterized the adaptations at the level of miRNA and gene in the liver. 

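Liver miRNAs were counted by small RNA sequencing in 23 male mice of the third generation, 8 in the reference group, 8 in the HFoleic group and 7 in the HFepa group. The paper's Table 1 lists 9 reference, 8 HFoleic and 7 HFepa mice for the metabolic measures, and its text gives no number of mice for the libraries. During breeding, the growing diet of the control lineage held 1% of high-oleic sunflower oil and that of the omega 3 lineage 1% of a fish oil rich in EPA. The HFoleic mice of the control lineage and the HFepa mice of the omega 3 lineage then received a high-fat, high-sucrose diet with 45% of energy from fat for 17 weeks. The reference mice, from the control lineage, received a low-fat diet with 10% of energy from fat. The paper gives an RNA input of 2000 ng per library and the sample labels give 800 ng. The authors removed the adapters, aligned the reads to the mouse genome with Bowtie in the ncPRO-seq pipeline and counted the reads of each mature miRNA of miRBase. They deposited these counts without normalization, one library per mouse, beside counts divided by a size factor and a table of their own comparisons. Total counts per library ranged from 5242218 to 8139344 in the reference group (median 5981328), from 4340903 to 7220112 in the HFoleic group (median 5408676) and from 3725432 to 4947990 in the HFepa group (median 4400595). Of all counts, 20.4% belonged to miR-192-5p, 18.0% to miR-22-3p and 8.02% to miR-148a-3p. All pairs of libraries within a group differed by more than the sampling noise, with a chi-square of at least 31.9 per degree of freedom, so each library was kept as 1 replicate.

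Of the 1218 mature miRNAs listed, 386 passed edgeR's filter on low counts and were tested; they hold 99.98% of the counts. Libraries were normalized by edgeR's TMM method and the 3 groups entered 1 fit. A miRNA was called differentially expressed at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and an absolute log2 fold change over 0.25. The paper writes its threshold as an FC over 0.25 and does not name the scale, and it was read here as log2 in either direction. The paper names DEGseq for these comparisons, which compares groups of pooled reads, whereas edgeR takes the spread between mice as the error. The reference libraries are numbered 1 to 8 in their labels, the HFoleic libraries 9 to 15 and 23, and the HFepa libraries 16 to 22. No HFepa library has a number below 12 and no reference library one above 11, so any effect tied to the library number cannot be told apart from the groups in HFepa vs. reference. The paper's text names no sequencing batch.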

We then analyzed differential expression between 3 biological conditions (HFepa, HFoleic and reference) as described in Section 2.3.1 and Section 2.3.3.

As illustrated on the Venn diagrams showing the overlap of differentially expressed genes and miRNAs between comparisons (Figure 2a,b), a considerable difference in the number of genes regulated in HFepa and HFoleic groups, compared to the reference group was observed, whereas no significant differential expression of genes were detected between HFoleic and HFepa. Sixty-six genes were commonly regulated when HFepa and HFoleic were compared to reference group.

On the contrary, the number of differentially expressed miRNAs showed a balance between the biological conditions. Of these, 74 differentially expressed miRNAs were shared between HFepa and HFoleic conditions as compared to reference group. 

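In HFoleic vs. reference, 48 of the 386 tested miRNAs were called, 19 of them higher and 29 lower in HFoleic. The comparison of HFepa vs. reference called 61, 20 higher and 41 lower. In HFepa vs. HFoleic, 0 were called, and 22 had an unadjusted p under 0.05. Both comparisons with the reference group held 110 miRNAs at an unadjusted p under 0.05. The highest counts came from a test of counts pooled within each group with the formula that DEGseq uses, in which reads and not mice set the error; it called 135, 143 and 50 miRNAs in the 3 comparisons. The lowest came from fits that take up the library number, chosen after the data were seen. With a term for library numbers 1 to 11 against 12 to 23, 1, 0 and 0 miRNAs were called, and 43, 16 and 21 had an unadjusted p under 0.05. Of the 48 and the 61 called miRNAs, 0 and 0 kept their call. This loss is not evidence that the library number made the calls. Of 56 splits of the HFoleic libraries into 3 and 5, entered the same way, 28 left as few calls, the real one included. Only HFoleic has libraries on both sides of the term, 3 early and 5 late. HFepa vs. reference in this fit therefore rests on the difference between those HFoleic libraries. With libraries 1 to 11 alone, 0 of 409 were called in HFoleic vs. reference, and 28 had an unadjusted p under 0.05. The counts also moved with single libraries. The number called in HFoleic vs. reference was 12 without reference library 5, 8 of them higher and 4 lower, 24 without HFoleic library 13, 21 without 14 and 20 without 15. In HFepa vs. reference it was 36 without reference library 5, 38 without HFepa library 16, 38 without 18 and 32 without 22. In HFepa vs. HFoleic, 1 miRNA was called without HFepa library 19, miR-190a-5p, named here after its values were seen.

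Among called miRNAs with a mean of at least 10 CPM, which are counts scaled to the normalized library total, the largest changes in HFoleic vs. reference were those of miR-375-3p, miR-215-5p, miR-127-3p, miR-136-3p and miR-434-3p, with log2 fold changes from -3.87 to -2.75. In HFepa vs. reference they were those of miR-375-3p, miR-215-5p, miR-133a-3p, miR-127-3p and miR-501-3p. Except for miR-501-3p, each of these lost its call when reference library 4 or 5 was left out. The level of miR-375-3p was 272.7 ± 706 CPM (SD, n = 8) in the reference group, because library 5 held 2020 CPM and the other 7 between 12.8 and 57.3 CPM. It was 18.6 ± 8.60 CPM (SD, n = 8) in HFoleic and 14.9 ± 3.11 CPM (SD, n = 7) in HFepa. Without library 5, its log2 fold change in HFoleic vs. reference was -0.32 and it was not called. Likewise, miR-215-5p reached 1885 CPM in reference library 4 and between 22.5 and 43.0 CPM in the others, and without that library its log2 fold change in HFoleic vs. reference was 0.03. The level of miR-501-3p rose from 10.3 ± 2.34 CPM (SD, n = 8) in the reference group to 71.3 ± 26.5 CPM (SD, n = 7) in HFepa, a log2 fold change of 2.79 (standard error 0.47, adjusted p = 0.00122, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn, this fold change stayed between 2.70 and 2.94. In HFoleic the level of miR-501-3p was 63.6 ± 49.3 CPM (SD, n = 8), between 9.62 and 14.8 CPM in libraries 9 to 11 and between 57.4 and 146 CPM in the other 5, a log2 fold change of 2.62 against the reference group, where it was called as well. Its gene lies on chromosome X of GRCm38, from 7241243 to 7241351 on the minus strand, in an intron of Clcn5. With the term for the library number, the log2 fold change of miR-501-3p in HFepa vs. reference was -0.19 and it was not called.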

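The 2 lists of miRNAs called against the reference group had 33 miRNAs in common, and all 33 changed in the same direction. Both comparisons use the same 8 reference libraries, which alone can make their changes alike. In 100 simulations of 3 unchanged groups, in which both comparisons share the simulated reference libraries, 0 miRNAs were in common in each. Among 99 random regroupings of the real libraries, 1 gave any miRNAs in common, and their number was 7. Across the tested miRNAs, the log2 fold changes of the 2 comparisons correlated with a Pearson r of 0.953. This r was between 0.282 and 0.663 in the simulations, with a median of 0.475, and had a median of 0.585 and a maximum of 0.933 in the regroupings. The fold changes had the same sign in 81.9% of the miRNAs, against a median of 65.4% in the simulations and 66.8% in the regroupings, of which 2 reached as high a share. These values are across miRNAs, which are not independent replicates. With the pooled counts, 108 miRNAs were in common. Without reference library 5 there were 12, without HFoleic library 14 or 15 there were 20 or 19, and without HFepa library 20 or 22 there were 21 or 19. With the library number as a term in the fit, chosen after the data were seen, 0 were in common. That fit called only 1 and 0 miRNAs in the 2 comparisons, so its 0 says nothing about sharing.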

Thirty and twenty eight differentially expressed miRNAs were shared between HFepa vs. reference-HFepa vs. HFoleic comparisons and HFoleic vs. reference-HFepa vs. HFoleic comparisons respectively. 

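As no miRNA was called in HFepa vs. HFoleic, 0 were shared between that comparison and either comparison with the reference group. The lowest adjusted p there was 0.329 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p under 0.01, with the same fold change threshold, 5 miRNAs differed between HFepa and HFoleic, all lower in HFepa. They were miR-148a-5p, miR-190a-5p, miR-425-3p, miR-676-3p and miR-1981-5p, named here after their values were seen; 3 of these also passed in HFepa vs. reference and 1 in HFoleic vs. reference. Without HFepa library 19, miR-190a-5p was called in both HFepa comparisons. The pooled counts gave 33 miRNAs shared with HFepa vs. reference and 27 shared with HFoleic vs. reference. Of the 50 miRNAs that the pooled counts called between HFepa and HFoleic, 35 were lost when 1 library or another was left out. In the authors' deposited table, which compares HFoleic with HFepa, 0 miRNAs have an adjusted p under 0.05 with the same fold change threshold, and 3 have an unadjusted p under 0.01.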

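The similarity of each high-fat group to the reference group was measured without choosing miRNAs by group, as the Euclidean distance between group means over the 386 miRNAs, in log2 CPM with a prior count of 2. The distance to the reference group was 7.74 for HFoleic and 8.25 for HFepa, a difference of -0.51. This difference was not larger than that between random groups of the 15 high-fat mice (two-sided exact permutation test over all splits, p = 0.664), and it was 0.08 without HFoleic library 9 and 0.01 without HFoleic library 11. A PLS-DA with 2 components was run on the differentially expressed miRNAs, with each library in turn left out both of the choice of miRNAs and of the model. It assigned 10 of the 23 libraries to a wrong group; 6 of 100 permutations of the group labels gave as few errors, with a median of 16. All 8 reference libraries were assigned to the reference group. The 8 HFoleic libraries were all misassigned: numbers 9, 10 and 11 went to the reference group and the other 5 to HFepa. Of the HFepa libraries, 5 were assigned to HFepa, 2 to HFoleic and 0 to the reference group. With the miRNAs chosen once on all libraries, the errors were also 10, and 53 of 100 permutations gave as few.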

The PLS-DA analysis showed a clear separation of the expression profiles in genes and miRNAs between groups (Figure 2c,d) but the expression profile of the HFepa group presented a similarity to the reference group.

### 3.2. MiRNAs Significantly Contribute to the Expression of Phenotype Signature Gene

The four-step sequential MMRA pipeline was applied to look over the regulation mediated by miRNAs on the differentially expressed genes. MMRA aims at progressively reduce the number of candidate miRNAs which could regulate one gene (Figure 1b). The four steps of the pipeline were differential expression analysis, target/transcript enrichment analysis, network analysis and Stepwise linear regression analysis as described in Section 2.3.3. As a result, miRNA-gene interactions were obtained with a strong statistical support. We performed a MMRA analysis for HFepa vs. reference and HFoleic vs. reference separately, showing, respectively, 12 and 32 potential miRNAs regulating the phenotype signature (Supplementary Tables S1 and S2). 

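Of the 12 miRNAs of Table S1, 11 could be tested and 8 were called in HFepa vs. reference, 3 higher and 5 lower. Adjusted over the list alone, 10 passed. In HFoleic vs. reference, 23 of the 32 miRNAs of Table S2 could be tested and 12 were called, 5 higher and 7 lower; adjusted over the list alone, 17 passed. The study chose both lists on these mice, so the counts adjusted over the list alone are not independent evidence. The other 9 miRNAs of Table S2 were below the filter on low counts. For 7 miRNAs of Table S2, a single reference library held more counts than the other 7 together, as with miR-1a-3p, which had 75 counts in reference library 4 and 89 in the whole group. The pooled counts called 11 miRNAs of Table S1 and 22 of Table S2. The number called from Table S2 was 7 without reference library 1, 4 without reference library 5, 5 without HFoleic library 13 or 14, 4 without 15 and 7 without 23. In HFepa vs. reference, the strongest change among the miRNAs called from Table S1 was that of miR-184-3p, from 12.2 ± 2.65 CPM (SD, n = 8) in the reference group to 5.75 ± 1.69 CPM (SD, n = 7) in HFepa, a log2 fold change of -1.08 (standard error 0.21, adjusted p = 0.00285, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In HFoleic vs. reference, miR-221-5p of Table S2 rose from 16.0 ± 2.71 CPM (SD, n = 8) to 33.6 ± 13.5 CPM (SD, n = 8), a log2 fold change of 1.06 (standard error 0.21, adjusted p = 0.00600, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both of these miRNAs stayed called with each of the 23 libraries left out in turn. With the library number as a term in the fit, chosen after the data were seen, 0 miRNAs of either list were called. Over all tested miRNAs that fit called only 1 in HFoleic vs. reference and 0 in HFepa vs. reference, so its 0 is not particular to these lists.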

Table 2 shows down and up regulated target gene with the highest FC in the HFepa vs. reference comparison. Only seven of these genes were exclusively differentially expressed in the HFepa group compared to the Reference group. All the others were regulated after the obesogenic diet whatever the lineage. In the case of miRNAs, which could regulate the transcription of these genes, few of them were specific to each biological condition. 

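Table 2 gives miR-98-3p and miR-148a-3p a direction in HFepa alone. The level of miR-98-3p was 12.7 ± 1.34 CPM (SD, n = 8) in the reference group and 8.36 ± 1.92 CPM (SD, n = 7) in HFepa, a log2 fold change of -0.60 (standard error 0.16, adjusted p = 0.0156, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was not called without HFepa library 22, where its log2 fold change was -0.54. Its log2 fold change was -0.33 in HFoleic vs. reference (adjusted p = 0.150) and -0.26 in HFepa vs. HFoleic (adjusted p = 0.901 from the same edgeR test), so the difference between the lineages was not larger than the spread between mice. Without HFoleic library 11 it was also called in HFoleic vs. reference, with -0.45. For miR-148a-3p, whose gene lies on chromosome 6 of GRCm38 from 51269812 to 51269910 on the minus strand, outside any other annotated gene, the log2 fold change was -0.26 in HFepa vs. reference (adjusted p = 0.0679) and -0.13 in HFoleic vs. reference (adjusted p = 0.377, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With a term for the library number, chosen after the data were seen, the log2 fold changes in HFepa vs. reference were 0.01 for miR-98-3p and 0.12 for miR-148a-3p.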

Globally, downregulated genes are regulated by upregulated miRNAs and vice versa, although some exceptions were observed. Likewise, some differentially expressed genes in the HFepa group were regulated by miRNAs that were differentially expressed exclusively in the HFoleic group compared to the reference group.

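Table 2 gives miR-32-5p, miR-150-5p, miR-7052-3p, miR-18a-3p and miR-19a-3p a direction in HFoleic alone. The level of miR-150-5p was 321.5 ± 102 CPM (SD, n = 8) in the reference group, 167 ± 75.4 CPM (SD, n = 8) in HFoleic and 122 ± 23.6 CPM (SD, n = 7) in HFepa. It was called in both comparisons with the reference group, with a log2 fold change of -0.94 in HFoleic (standard error 0.23, adjusted p = 0.0174) and -1.40 in HFepa (standard error 0.25, adjusted p = 0.00122, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its gene lies on chromosome 7 of GRCm38, from 45121757 to 45121821 on the plus strand. Both comparisons also called miR-19a-3p, with log2 fold changes of -0.40 in HFoleic (adjusted p = 0.0469) and -0.49 in HFepa (adjusted p = 0.0224 from the same edgeR test). Its call held in 7 of the 23 fits that each left out 1 library in HFoleic, and in HFepa it was lost without HFepa library 22, with -0.47. The log2 fold change of miR-32-5p was 0.43 in HFoleic (adjusted p = 0.0233) and 0.34 in HFepa (adjusted p = 0.0556, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was not called in HFoleic without HFoleic library 13, 14 or 15 or reference library 5, with values from 0.38 to 0.41, and it was called in HFepa in 7 of the 23 fits. The level of miR-7052-3p, below the filter on low counts, was 1.32 ± 0.619 CPM (SD, n = 8) in the reference group and at most 1.10 CPM in HFoleic and 0.714 CPM in HFepa libraries. None of the 4 tested miRNAs was called in HFepa vs. HFoleic, where their lowest adjusted p was 0.890 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and their unadjusted p was under 0.05 for 0 of them.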

### 3.3. Identification of Differentially Regulated Cellular and Signaling Pathways

Global pathway enrichment analysis on the three biological comparisons (HFoleic vs. reference, HFepa vs. reference and HFepa vs. HFoleic) using significant gene expression regulations (*p* < 0.05) with no FDR correction was performed with GSEA to relate genes and their biological functions. Enriched pathways were identified using the Wiki, Reactome, and KEGG databases. Pathways were mostly enriched in the HFoleic condition compared to the reference condition for which 8, 11 and 7 enriched pathways were found respectively (Figure 3a and Supplementary Table S3). Figure 3a exhibited a summary of this analysis, illustrating an enrichment of pathways related to oxidative phosphorylation, cholesterol metabolism, peroxisome proliferator-activated receptor (PPAR) signaling pathway, eicosanoid metabolism. Fewer pathways were enriched when HFepa and reference conditions were compared (Figure 3b, Supplementary Table S4). Enriched biological processes in this comparison were related to cholesterol metabolism, PPAR signaling pathway, sulfur-containing amino acid metabolism and adipocytokine signaling pathway. Comparison between the HFepa and HFoleic conditions showed a regulation of FA metabolism and PPAR signaling pathway (Figure 3c, Supplementary Table S5). Hierarchical clustering of expression data of genes related to PPAR and Cholesterol pathways identified in the HFepa vs. HFoleic biological conditions showed a well separation of samples according to their group, except for minor exceptions (Figure 3d).

### 3.4. Differential Enrichment of Metabolic Pathways in HFepa and HFoleic Groups

An identification of all potentially regulated enzymatic reactions using the MetExplore tool allowed a detailed extraction and visualization of metabolic sub-networks associated with differentially expressed genes in the HFepa and HFoleic groups compared to the reference condition (Figure 4a,b). As illustrated in Figure 4, all identified enriched metabolic pathways were represented as a network of reactions and metabolites (nodes) interactions (edges). Most of the reactions identified as enriched in the HFepa vs. Reference comparison were also enriched in the HFoleic vs. reference comparison (Figure 4b). The lists of metabolic pathways linked to all identified reactions and specifically enriched in each set of reactions from the different comparisons or shared between them can be found in Supplementary Table S6. Significant enrichment in the HFepa vs. Reference comparison concerned the metabolism of biotin and of blood group biosynthesis (Figure 4b). The most significantly enriched enzymatic reactions when HFoleic and reference groups were compared belonged to mitochondrial activity, fatty acid transport, and cholesterol. Enrichment in cysteine, arginine and proline metabolisms was shared between the two comparisons versus reference group. Carbohydrate metabolism (Glycolysis/gluconeogenesis) also strongly tended to be enriched (*p* = 0.06, Supplementary Table S6) and was identified to be connected to biotin and cysteine metabolisms (Supplementary Figure S2A and Figure S2B).

As illustrated in Supplementary Figure S2A,B, changes in one of the genes encoding the catalysts of a HFepa-specific reaction may be connected with reactions enriched in the HFoleic vs. reference-specific and vice versa. As an example, a connection between the biotin- (acetyl-CoA-carboxylase) ligase reaction (R_BACCL) and holocarboxylase synthetase’s reaction (R_BTNPL), both catalyzed by the HFepa-specific holocarboxylase synthetase (Hlcs) gene with the synthetase’s reaction (R_BTND1) catalyzed by the HFoleic-specific Biotinidase (Btd) gene was found (Supplementary Figure S2A). Interestingly, these reactions from biotin metabolism were connected by AMP with the glycolysis/gluconeogenesis and FA metabolism pathways (R_ACS, R_HEX1, R_PEPCK, R_ENO and R_ALDD2x). Likewise, the Glutamic-Oxaloacetic Transaminase 1 (Got1) gene, was differentially expressed in both HFepa and HFoleic groups compared to reference group. This enzyme is involved in L-Cysteate 2-oxoglutarate aminotransferase (R_LCYSTAT) and 3-sulfino-alanine transaminase (R_3SALATAi) reactions with 2-oxoglutanate as a common metabolite (Supplementary Figure S2B). These reactions from cysteine metabolism, could constitute a link between the changes in FA metabolism and glycolysis/gluconeogenesis through pyruvate and acetyl CoA in the control/oleic lineage.

### 3.5. MiRNAs Regulated Genes Involved in the Integration of Insulin Signaling, PPAR Signaling, Glucose Metabolism, and FA Metabolism

We explored the possible mechanisms linking miRNA and gene expression in the modulation of insulin resistance and the development of obesity using the MMRA pipeline. Based on the pathways identified in the GeneTrial2 analysis (see part 3) and the exploration of metabolic reactions (see part 4) as differentially affected between the three biological conditions, four cellular regulation layouts were selected. One signaling pathway: insulin signaling, one gene regulatory networks: PPAR signaling, and two metabolic networks: Glycolysis/Gluconeogenesis, and FA metabolism. These selected pathways were also highlighted in our GSEA analysis of the conditions between the HFepa and HFoleic groups (Supplementary Table S5). We extracted the list of genes that participated in each of the selected pathways and differentially expressed in our study and we identified the genes that were common in two or more of these pathways (Figure 5a). As a validation of this approach, the differential expression of several of these genes was confirmed by RT-qPCR (Supplementary Table S7). Subsequently, the mentioned genes with at least one miRNA regulation identified in the MMRA pipeline were presented in Figure 5b. This Figure shows a network of these recurrent genes and their regulation by miRNAs. 

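The comparison that the circle colours of Figure 5b stand for is not named in its legend, so both comparisons with the reference group were computed for its 17 miRNAs, of which 15 could be tested. The sign of the log2 fold change in HFoleic vs. reference was that of the colour for 15 of the 15 miRNAs, and 10 were called. In HFepa vs. reference it was that of the colour for 14 of the 15 miRNAs, and 9 were called. The exception was miR-34a-5p, whose log2 fold change of -0.01 (standard error 0.42) has no clear sign. Without reference library 3 it was 0.71, in the direction of the colour, and not called. With a term for the library number, chosen after the data were seen, more signs went against the colour. In HFepa vs. reference they were those of miR-34a-5p (-0.85), miR-221-5p (-0.22), miR-145a-3p (-0.51), miR-149-5p (-0.58), miR-32-5p (-0.18), miR-423-3p (0.07), miR-98-3p (0.01) and miR-128-3p (0.01). In HFoleic vs. reference they were those of miR-34a-5p (-0.27), miR-145a-3p (-0.31), miR-423-3p (0.07) and miR-98-3p (0.01). In HFepa vs. HFoleic, 0 were called, and 1 had an unadjusted p under 0.05. This was miR-149-5p, chosen here after its values were seen, with 89.0 ± 26.5 CPM (SD, n = 8) in the reference group, 171 ± 73.8 CPM (SD, n = 8) in HFoleic and 111 ± 51.2 CPM (SD, n = 7) in HFepa. Its log2 fold change was 0.94 in HFoleic vs. reference (standard error 0.28, adjusted p = 0.0342) and -0.62 in HFepa vs. HFoleic (standard error 0.29, adjusted p = 0.804, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In HFoleic it was not called without HFoleic library 12, 13, 14 or 15 or reference library 1, 3, 4 or 5, with values from 0.81 to 0.92. The pooled counts called it in HFepa vs. HFoleic, with -0.59.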

As can be seen, Ppargc1a (or Pgc-1α), G6pc, Pck1, are genes that participate in two or more of the selected pathways, and could be regulated by two or more miRNAs, indicating that they are highly connected.

### 3.6. Computational Modeling Predicts that Dynamism in Genes and miRNAs Expression Leads to Specific Cell Metabolic Phenotypes

To achieve an integrated comprehension of our results and the dynamic of gene expression regulations involved in the mechanisms of insulin resistance and obesity, a logical bioinformatics model was built using the software GINsim (Figure 6). Our model included three inputs which could not be affected by other components of the network: glucagon, glucose, and FA; five outputs: gluconeogenesis, glycolysis, lipogenesis, lipolysis, and adipogenesis; and several internal elements like Irs2, Pck1, G6pc, Pgc-1α, Pparγ, and Pparα. The model was based on the observation that a high level of Pgc-1α expression during fasting shifts the ratio of Irs1:Irs2 toward a higher Irs2 expression to prime the insulin receptor response toward a more efficient inhibition of gluconeogenesis after feeding [30]. Pgc-1α was then considered with three possible activation levels (0,1,2) to simulate the regulation of metabolic pathways under diverse input conditions, such as the exposure to glucose during feeding. PPARs were introduced as activators of lipolysis, gluconeogenesis (through Ppar-α) and lipogenesis (through Ppar-γ), respectively.

As calibration controls of the modeling and in agreement with prior knowledge, the presence of glucose lead to insulin, Irs2 and Akt activation, and consequently to glycolysis, lipogenesis, and adipogenesis (Figure 7, environment 4). On the contrary, when glucose was considered low, glucagon production was increased, while Akt and Irs2 remained inactivated, leading to the activation of lipolysis and gluconeogenesis (not shown).

Then, a series of in silico perturbations were performed to find a metabolic profile that could correspond to our experimental observations. Simulations were focused on Pgc-1α and Irs2 activation levels and compared to our experimental results. In the present study, we observed a stable expression of Pgc-1α and an upregulation of Irs2 expression in the HFepa group compared to the HFoleic condition in the context of a low level of circulating glucose (fasting state). Microarray data showed that both genes were downregulated in the HFoleic compared to reference mice. In the fasting state, simulation of a knockout of Pgc-1α (Figure 7, environment 2) resulted in the activation of lipolysis but not gluconeogenesis nor adipogenesis. Irs2 expression was null in this condition. In the context of environment 1, the simulation of a fed state (elevation of glucose in plasma), glycolysis and lipogenesis were still activated, even if Pgc-1α expression was absent (Figure 7). Finally, an ectopic expression of Irs2 was simulated when glucose level was low (Figure 7, environment 3), resulting in the inhibition of gluconeogenesis, but a maintained activation of glycolysis and lipogenesis. In this condition, Pgc-1α reached an intermediate expression value. This last condition probably best fitted to our experimental conditions.

No differential expression of Pgc-1α was observed between HFepa and HFoleic conditions. This may imply an adaptive mechanism to control glucose homeostasis independently of Pgc-1α after transgenerational supplementation with EPA and allowing an improvement of glucose homeostasis and insulin resistance. It raised the hypothesis that Irs2 protein was a master regulator of the differential molecular and biological adaptations between the two groups of mice receiving the obesogenic HFD diet. The MMRA pipeline was used to investigate how Irs2 gene could be regulated. It identified miR-34a-5p as a regulator of Irs2 expression. miR-34a-5p was downregulated in the HFepa condition compared to the HFoleic condition and upregulated in the HFoleic and HFepa conditions compared to the reference condition. 

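The files list miR-34a-5p as a mature miRNA of the Mir34a gene, which lies on chromosome 4 of GRCm38, from 150068454 to 150068555 on the plus strand, within an exon of the annotated transcript Gm37795 on the same strand. Its level was 33.3 ± 37.0 CPM (SD, n = 8) in the reference group, 41.4 ± 17.6 CPM (SD, n = 8) in HFoleic and 33.3 ± 18.5 CPM (SD, n = 7) in HFepa, from between 68 and 859 counts per library. Its log2 fold change in HFoleic vs. reference was 0.31 (standard error 0.40, adjusted p = 0.653, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In HFepa vs. reference it was -0.01 (standard error 0.42, adjusted p = 0.997), and in HFepa vs. HFoleic -0.31 (standard error 0.42, adjusted p = 0.968 from the same edgeR test). None of these differences was larger than the spread between mice. The values in the reference group depend on library 3, which held 859 counts and 124 CPM, whereas the other 7 held between 13.0 and 24.8 CPM, with a mean of 20.3 ± 3.88 CPM (SD, n = 7). Without library 3, the log2 fold change was 1.02 in HFoleic vs. reference, where the miRNA was then called, 0.71 in HFepa vs. reference and -0.30 in HFepa vs. HFoleic, where it was not. Over the 23 fits that each left out 1 library, its adjusted p in HFoleic vs. reference ranged from 0.0240 to 0.924 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the pooled counts, the miRNA was called in HFepa vs. HFoleic, with a log2 fold change of -0.25, and limma-voom with quality weights for the libraries called it in HFoleic vs. reference, with 0.83. In the authors' deposited table, its log2 fold change is 0.34 in HFoleic vs. reference (adjusted p = 0.654). It is 0.04 in HFepa vs. reference and 0.29 in HFoleic vs. HFepa. With a term for the library number, chosen after the data were seen, the log2 fold change was -0.27 in HFoleic vs. reference, -0.85 in HFepa vs. reference and -0.58 in HFepa vs. HFoleic, and the miRNA was not called in any of them.

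**Figure D1:**
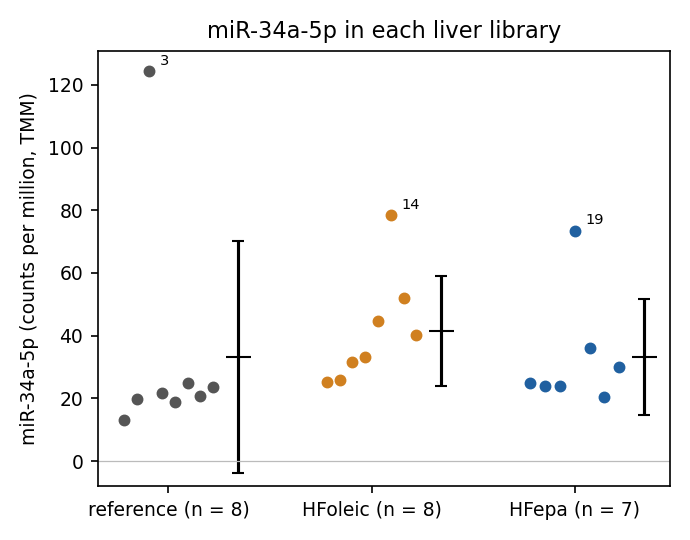
Level of miR-34a-5p in each liver library, in CPM after TMM normalization, for the reference (n = 8), HFoleic (n = 8) and HFepa (n = 7) groups; each point is 1 mouse, and the horizontal and vertical bars show the group mean ± SD. Reference library 3 lies at 124 CPM, and the highest HFoleic and HFepa libraries, numbers 14 and 19, lie at 78.5 and 73.5 CPM.

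The paper draws on the lower level that it reports in HFepa and on the higher expression of Irs2 in that group. Its MMRA pipeline also named miR-34a-5p as a regulator of Irs2. In its logical model, forced expression of Irs2 inhibited gluconeogenesis. From these the paper proposes that EPA acts through miR-34a-5p on Irs2 and so limits gluconeogenesis during fasting. Neither the pipeline nor the model was repeated here.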

Integrally, these data suggested that a new regulation between EPA-mediated miR-34a-5p-Irs2 and an inhibition of gluconeogenesis during fasting states through Irs2 overexpression could be clue mechanisms to modulate glucose flux and improve insulin resistance in an obesogenic environment.

## 4. Discussion

The omega-3 (*n*-3) long-chain polyunsaturated FAs (LC-PUFA), eicosapentaenoic (EPA, 20:5*n*-3) and docosahexaenoic (DHA, 22:6*n*-3) acids, are essential components of a healthy, balanced diet, having beneficial effects on development and in mitigating a range of pathological conditions [31]. LC-PUFAs control some key molecular cell mechanisms, resulting in a beneficial role in obesity and inflammatory diseases. Such mechanisms are complex and reflect the diversity of their functions, mainly as modulators of the dynamic properties of membranes, regulators of gene expression, and precursors of active mediators [32]. The development of obesity involved alterations in many biochemical processes and a pro-inflammatory state in insulin-sensitive tissues, leading to an increased risk of developing cardiovascular disease, type 2 diabetes, and cancer. The transgenerational modulation of the fatty acid profile of the diet was found to affect the susceptibility of the descendants [8] but the molecular adaptations remained to be elucidated. The liver has a key role in glucose and lipid homeostasis. Then, liver diseases are closely associated to these obesity-related morbidities. Transgenerational supplementation with EPA alleviated the metabolic impact of the HFD and limited fat mass accumulation in this early stage of weight gain. Beneficial effects were also observed against muscle metabolic disorders and energy expenditure [33]. In order to obtain further insights into the molecular mechanisms that contribute to the beneficial effects mediated by EPA, we integrated an analysis of hepatic gene and miRNA expression data using the statistically based MMRA pipeline. We implemented systems biology methodologies, such as Boolean modeling to simulate the metabolic processes of a cell under specific conditions. We were able to extract a new regulation between gene and miRNAs, which could play a key role in the inhibition of hepatic gluconeogenesis and the improvement of insulin resistance.

Transgenerational supplementation with EPA modulated hepatic gene expression and the related regulation by miRNAs in response to an obesogenic challenge in mice as compared to animals receiving a mixture of mono and saturated FA provided by a “high oleic” sunflower oil as a control condition. The diet supplemented with 1% of “high-oleic” sunflower oil was used to match the addition of energy provided by 1% of fish oil in the EPA lineage with a marginal metabolic impact. Most of the differentially expressed miRNAs and genes in the liver from mice exposed to a HFD were shared between the animals from the EPA and the control lineages. However, some of the genes were exclusive of the control/oleic or omega 3 lineage and could be involved in the differential metabolic response. Likewise, differentially expressed genes were analyzed to extract their miRNA regulation. 

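Of the miRNAs called in HFoleic vs. reference, 68.8% were also called in HFepa vs. reference, and 54.1% of those called in HFepa vs. reference were also called in HFoleic vs. reference. With the pooled counts these shares were 80.0% and 75.5%. Without reference library 5, all 12 miRNAs called in HFoleic vs. reference were among the 36 called in HFepa vs. reference. With only the 2 groups compared, all 7 were among 40. With a term for the library number, chosen after the data were seen, none was shared, but that fit called only 1 and 0 miRNAs.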

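In HFoleic vs. reference alone, 15 miRNAs were called, and in HFepa vs. reference alone, 28. All 15 had the same sign in HFepa vs. reference, and all 28 the same sign in HFoleic vs. reference, which the shared reference libraries alone make more frequent. The test of HFepa vs. HFoleic, which compares the lineages directly, called none of these miRNAs; over all tested miRNAs, 22 had an unadjusted p under 0.05.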

Among the 30 mostly affected genes when HFepa and Reference groups were compared, some genes were regulated by miRNAs identified as differentially expressed in both HFepa or HFoleic groups, even some of these miRNAs were exclusive to the HFoleic lineage. Some genes had no known regulation by the identified miRNA and for which the mechanisms controlling their expression were not identified in our statistical analysis. Then, we performed a GeneTrial and MetExplore analysis to find the relations between our differentially expressed genes with general pathways or specific metabolic pathways, respectively. Our results provided new biological links between PPAR signaling, glucose metabolism, and FA metabolism as crucial determinants of the health effect of the transgenerational supplementation with EPA. We highlighted pathways related to amino acids, cholesterol, adipogenesis, biotin metabolism that converged on glucose and FA flux metabolism. Regulation of these pathways were related to pathologies mediated by obesity or metabolic syndrome. For instance, biotin is involved in gluconeogenesis, FA synthesis, amino acids catabolism by acting as a prosthetic group for pyruvate carboxylase, propionyl-CoA carboxylase, beta-methylcrotinyl-CoA carboxylase, and acetyl-CoA carboxylase [34]. On the other hand, oxoglutarate is at the intersection between carbon and nitrogen metabolic pathways [35]. Although experimental models should be developed to validate these links, our approach provided new potential targets for future therapeutic or preventive assays.

The integration of all our data suggested that the PPAR pathway appeared as a central axis in the differential adaptions to the obesogenic diet between the two lineages. The PPAR subfamily of nuclear receptors controls many different target genes involved in lipid metabolism, FA oxidation and glucose homeostasis [36,37]. PPARγ has a central role in adipogenesis and lipogenesis [38,39]. Heterozygous PPARγ-null mice exhibited greater insulin sensitivity than wild-type littermates and were protected from the development of insulin resistance and glucose intolerance mediated by a HFD [39]. As natural ligands for PPARs, could bind and activate PPARα to stimulate the expression of genes involved in FA oxidation and repress inflammation [40,41]. Omega-3 FA could also interact with PPARγ, but the impact of omega-3 FA binding to PPARγ on lipid metabolism remains controversial. An acute exposure to omega-3 FA had a stimulatory effect on PPARγ and adipogenesis, although a chronic exposure had a repressive effect [5]. Discrepancies between studies about the effect of EPA on PPAR transcription factors may have been linked to differences in the dose and time effect which should be considered to achieve a comprehension of modifications in insulin resistance and fat mass gain. Furthermore, it would be of scientific relevance to explore if similar adaptations occurred in the adipose tissue of these mice as PPARs are master regulators of adipose tissue biology.

Despite no differential expression of Pgc-1α gene between HFepa and HFoleic group, our results underscored the importance of Pgc-1α in glucose homeostasis in mice from the EPA lineage during the obesogenic diet. Pgc-1α is a member of a family of transcription coactivators which could interact with PPARγ in a ligand-independent manner. Pgc-1α was described to be highly abundant in tissues with high capacity for mitochondrial FA oxidation such as the brown adipose tissue, the heart, and skeletal muscle [42]. Hepatic Pgc-1α expression is induced in the liver during fasting and elevated during diabetes, causing an uncontrolled gluconeogenesis [43]. It was found that Pgc-1α promoted insulin resistance in the liver through a PPARα-dependent activation of the mammalian tribbles homolog TRB-3 [44], a fasting-inducible inhibitor of the serine-threonine kinase Akt/PKB [45]. A recent report showed that Pgc-1α had a crucial role in the control of gluconeogenesis during the fasting-to-fed transition [30] through the regulation of the balance between Irs1 and Irs2 expression, two major elements of the insulin-signaling pathway, during the fasting-to-fed transition to quickly modulate gluconeogenesis. Sensitization of the liver to insulin by Pgc-1α represented a necessary priming of the liver to shut down gluconeogenesis immediately after the rise of insulin during feeding [30], allowing a fine-tuning of plasma glucose level. Muscle-specific transgenic overexpression of Pgc-1α contributed to the development of diet-induced insulin resistance, probably due to an increase in FA and reduced glucose uptake, inducing intramuscular lipid accumulations and then the alteration of insulin signaling [46]. Altogether, these studies suggested that strong Pgc-1α overexpression, but not physiologic Pgc-1α overexpression, would induce harmful metabolic effects.

To help the interpretation of our observations, we used a model in silico of the cellular metabolic behavior under different scenarios by the integration of key variables or components which modulate glycolysis, gluconeogenesis, lipolysis, lipogenesis and adipogenesis processes as key modulator of metabolic homeostasis.

Our modeling analysis confirmed that an adequate expression level of Pgc-1α was required after feeding and that an intermediate level of Pgc-1α during the fasting state, resulted in the activation of lipolysis and gluconeogenesis. The simulation of Pgc-1α knockout resulted in the inhibition of both gluconeogenesis and adipogenesis, but an activation of lipolysis. This simulated state was likely to mimic the hepatic environment in mice from the omega 3 lineage during the obesogenic challenge as mechanisms to control glucose homeostasis and the accumulation of fat mass. In agreement with this, a recent report concluded that an inhibition of the FOXO1/Pgc-1α pathway regulated hepatic gluconeogenesis and improved insulin resistance in rats fed with a HFD and insulin-resistant cells [47].

As Pgc-1α gene level did not differ between control and EPA lineages, other factors, linked to the co-activator could modulate its activity. Our data and bioinformatics analysis suggested a contribution of insulin receptor substrate 2 (Irs2) in the effect of Pgc-1α against insulin resistance. Irs proteins are directly phosphorylated by the insulin receptor, leading to the recruitment and activation of additional signaling proteins [48]. Irs1 and Irs2 are crucial determinant of gluconeogenesis and lipogenesis in the liver and decreased hepatic Irs2 gene level was observed with hepatosteatosis [49,50,51]. These data strongly suggested that Irs2 is a key to achieve an understanding. Our data confirmed that Irs2 was a key element within the network of molecular mechanisms linked to insulin resistance. We showed differences in the levels of individual expression of the Irs2 gene between the HFepa vs. HFoleic conditions. Irs2 gene was upregulated in the HFepa group, while a downregulation of Irs2 expression was observed in the HFoleic group as compared to the reference group. Although it was proposed that Pgc-1α stimulated Irs2 expression [30], our data suggested that Irs2 could also be controlled by other mechanisms.

The expression of the Irs2 gene could be directly regulated by fixation of insulin, Srebp-1c and TF3 proteins to its promoter [52,53,54]. A negative control by miRNAs was also demonstrated in pancreatic beta cells [55]. A crucial role for miRNAs was described in the control of the integration of metabolism and mitochondrial functions during the fed-fasted transitions [56] to prevent hepatic dysfunction and metabolic or aging-associated diseases.

We hypothesized that Irs2 was, at least partly regulated by miRNA-34a (miR-34a-5p). MiR-34a is a part of the p53 tumor suppressor network [57] and one of the major miRNAs involved in the production of insulin, pancreatic development and glucose homeostasis [58].

In agreement with the downregulation of miR-34a-5p in HFepa group compared to HFoleic group, the expression level of this miRNA was increased in the fatty liver in mouse models of obesity [59]. 

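For miR-34a-5p taken alone, the difference in mean log2 CPM between the 7 HFepa and the 8 HFoleic mice was -0.35 (two-sided exact permutation test over all splits, p = 0.263). With each of the 23 libraries left out in turn, its log2 fold change in HFepa vs. HFoleic in the edgeR fit ranged from -0.63, without HFepa library 19, to -0.10, without HFoleic library 14, and it was not called in any of these fits.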

Increased circulating levels of miR-34a were also correlated with the severity of hepatic disease in patients with non-alcoholic fatty-liver disease (NAFLD) or type 2 diabetes [60,61].

## 5. Conclusions

Our integrative analysis allowed the extraction of information about the molecular events and gene–protein networks modulated by manipulating of the diet across generations and which could affect metabolic and physiologic susceptibility to nutritional stress. We concluded that mice from the EPA lineage exhibited an improved response against fat accumulation, insulin resistance through a regulatory axis involving Pgc-1α, Irs2, and miR-34a-5p. This hypothesis must now be validated using invalidation or overexpression models targeting these proteins.

## Figures and Tables

**Figure 1:**
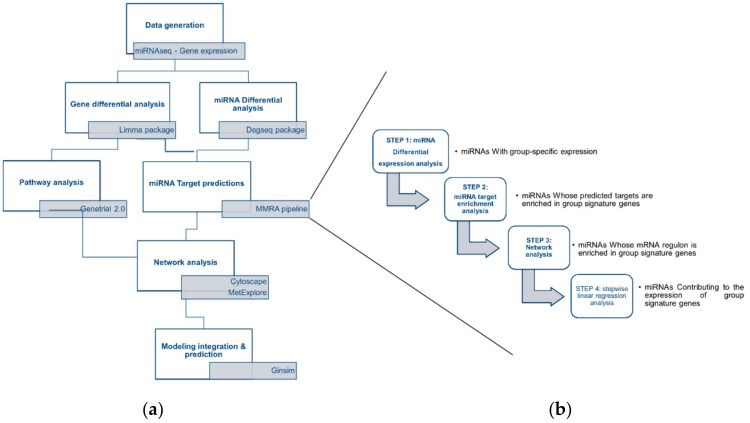
Bioinformatic workflow. (**a**) Bioinformatic analysis of microarray and microRNA-seq data was performed through a series of bioinformatic blocks: differential expression analysis, prediction of miRNA targets, analysis and visualization of interaction networks and computational modeling to predict cellular metabolic behaviors and phenotypes. (**b**) The four-step MMRA (microRNA Master Regulator Analysis) pipeline was followed to obtain the putative miRNA targets and included miRNA target enrichment analysis, network analysis and stepwise linear regression analysis.

**Figure 2:**
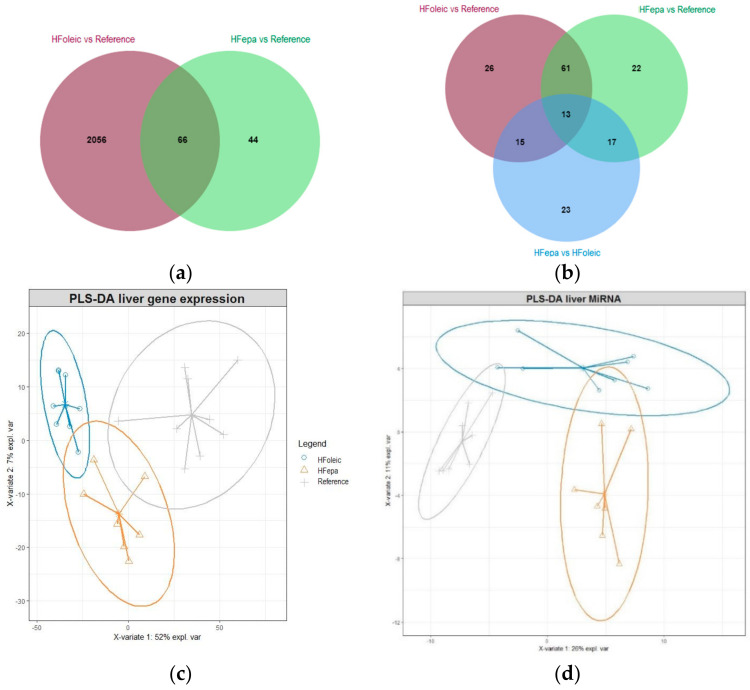
Effect of High Fat Diet and transgenerational supplementation with EPA in gene and miRNAs expression. (**a**) Venn diagram showing the relationships in the number of genes differentially expressed between HFepa vs. reference and HFoleic vs. reference biological condition. (**b**) Venn diagram showing the relationships in the number of miRNAs differentially expressed between three biological conditions, HFepa vs. reference, HFoleic vs. reference and HFepa vs. HFoleic. (**c**) Differentially expressed genes from three group biological condition, HFepa vs. reference, HFoleic vs. reference, HFepa vs. HFoleic were used to perform a partial least squares regression-discriminant analysis (PLS-DA). (**d**) PLS-DA analysis of differentially expressed miRNAs from three biological conditions, HFepa vs. reference, HFoleic vs. reference, HFepa vs. HFoleic.

**Figure 3:**
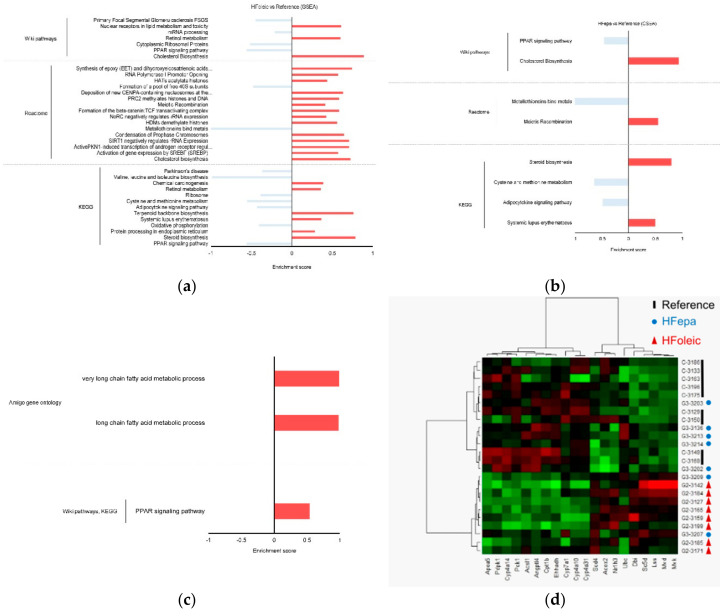
Gene set enrichment analysis of differentially expressed genes between conditions. (**a**) Histogram showing the enriched pathways in HFoleic condition vs. reference. (**b**) Histogram showing the enriched pathways in HFepa condition vs. reference. (**c**) Histogram showing the enriched pathways in HFepa condition vs. HFoleic condition. In panels (**a**)–(**c**), the red bars represent over representation of corresponding pathway or reaction; blue bars represent under representation of corresponding pathway or reaction. (**d**) Heat map visualization of expression data of the genes involved in peroxisome proliferator-activated receptor (PPAR) and Cholesterol pathways. The color code indicates the expression level of each genes and for each sample (green, low expression level; red, high expression level). The genes are represented as columns and the samples with the identification of group correspondence as rows.

**Figure 4:**
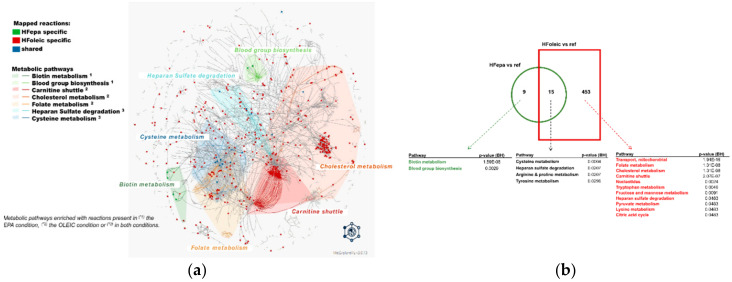
Connections between regulated metabolic pathways in HFoleic and HFepa goups. Genes differentially expressed from HFepa vs. reference and HFoleic vs. reference biological conditions were used to identify related metabolic reactions in MetExplore allowing a complementary exploration of enriched metabolic pathways. Metabolic reactions associated with modulated genes in both HFepa and HFoleic conditions were mapped in the Mus musculus metabolic network. (**a**) The Figure shows a global network of mapped metabolic reactions. Reactions in red are HFoleic-related; reactions in green are HFepa-related; blue reactions are both regulated in HFoleic and HFepa groups. Represented metabolic pathways correspond to metabolic pathways enriched with reactions present in the EPA condition ^(1)^, in the oleic condition ^(2)^ or in both conditions ^(3)^. (**b**) Representation of the number of identified reactions and the significantly enriched related metabolic pathways according to the MetExplore analysis in the two comparisons that exhibited significant differential gene expression (HFoleic vs. reference and HFepa vs. reference).

**Figure 5:**
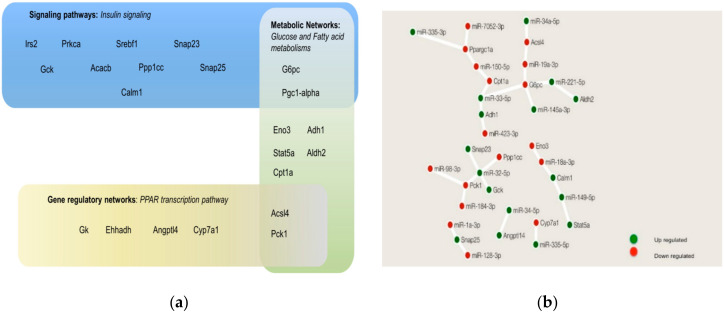
Interactions between miRNAs and genes in pathways related to insulin signaling, PPAR signaling, glucose and fatty acid metabolism. (**a**) Representation and compartmentalization of master genes involved in the selected pathways. (**b**) miRNAs-genes interactions of the genes represented in (**a**), obtained following the MMRA pipeline; green circles represented upregulated network components and red circles were downregulated network components. Construction of the network in (**b**) was done using Cytoscape software.

**Figure 6:**
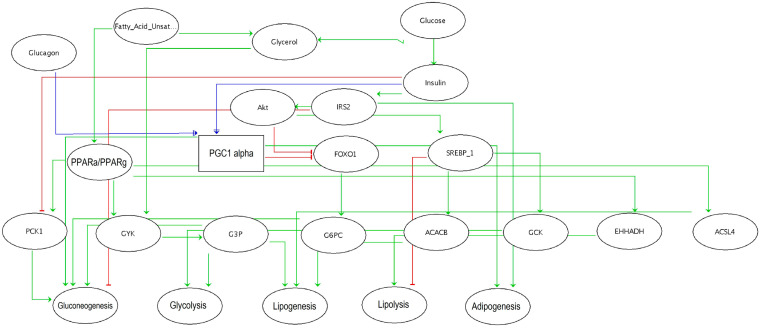
Computational modeling predicts that dynamism in genes expression leads to specific cell metabolic phenotypes. A Boolean modeling of glycolysis, gluconeogenesis, lipolysis, lipogenesis, and adipogenesis metabolic processes in the liver was obtained to create a logical regulatory graph of hepatic metabolism. The model encompassed 24 components (represented as ellipses) and 37 interactions (green edges = activation, red blunt = inhibition). A rectangle denoted a ternary component.

**Figure 7:**
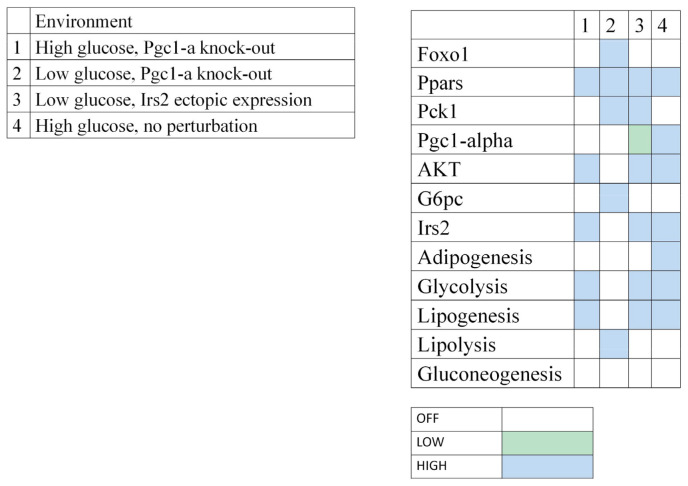
Model simulations in scenarios with perturbations. Context-dependent stable states computed for the model. Blank cell = inactivation of the corresponding component; blue cell = maximal activation (1 for Boolean components, 2 for Pgc-1α); green cell = intermediate level (1 for Pgc-1α only).

**Table 1:** Metabolic characteristics of mice after the dietary intervention.

Parameter-	Reference			HFoleic			HFepa		
Body Weight (g)	26.7	±	0.9	36.1	±	1 ***	33.8	±	2.7 **
Fat %	16	±	1	32	±	1 ***	24	±	3 ** †
Lean %	79	±	1	64	±	1 ***	72	±	3 ** ††
Liver (gram)	0.87	±	0.04	1.11	±	0.04 *	0.99	±	0.09
AUCglucose (a.u.)	171	±	6	207	±	11 *	196	±	8
Glucose (mg/dL)	195.6	±	13.1	274.2	±	13.1 **	228.1	±	14.0 †
Insulin (pg/mL)	68.6	±	8.3	182.8	±	18.8 ***	109.4	±	25.9 †
TAG (g/L)	0.310	±	0.013	0.366	±	0.024	0.378	±	0.039
T Cholesterol (g/L)	0.926	±	0.034	1.116	±	0.050 *	1.166	±	0.068 *
Glycerol (µM)	213.1	±	11.9	237.2	±	19.0	257.1	±	24.0
Nefa (mM)	0.350	±	0.038	0.228	±	0.029	0.404	±	0.081

Data are mean ± SEM (*n* = 9, 8 and 7 mice in Ref, HFoleic and HFepa, respectively). * *p* < 0.05 vs. Ref; ** *p* < 0.01 vs. Ref; *** *p* < 0.001 vs. Ref; † *p* < 0.05 vs. HFoleic; †† *p* < 0.01 vs. HFoleic. TAG, triacylglycerols; Nefa, non-esterified fatty acids.

**Table 2:** Differentially expressed genes are regulated by miRNAs.

Gene	Associated Signature in HFepa	Associated Signature in HFoleic	miRNA Regulation	microRNA Regulation in HFepa	microRNA Regulation in HFoleic
*Sigmar1*	Down		mmu.miR.32.5p		up
*Xpa*	Down	Down	mmu.miR.150.5p		down
*Xpa*	Down	Down	mmu.miR.335.3p	up	up
*Xpa*	Down	Down	mmu.miR.1948.3p	up	up
*Rai1*	Down		mmu.miR.7052.3p		down
*Zfp777*	Down	Down	mmu.miR.335.3p	up	up
*Txn2*	Down	Down	mmu.miR.18a.3p		up
*Txn2*	Down	Down	mmu.miR.98.3p	down	
*Trpt1*	Down	Down	mmu.miR.148a.3p	up	
*Agpat6*	Down	Down	mmu.miR.195a.3p	down	down
*Leng9*	Down	Down	mmu.miR.7052.3p		down
*Plekhf1*	up	up	mmu.miR.150.5p		down
*Plekhf1*	up	up	mmu.miR.335.3p	up	up
*Stard4*	up	up	mmu.miR.32.5p		up
*Stard4*	up	up	mmu.miR.7052.3p		down
*Dnajb1*	up		mmu.miR.19a.3p		down
*Dnajb1*	up		mmu.miR.7068.3p	down	down
*Hspb1*	up	up	mmu.miR.128.3p	down	down
*Hspb1*	up	up	mmu.miR.150.5p		down
*Hspb1*	up	up	mmu.miR.7068.3p	down	down
*Pcp4l1*	up	up	mmu.miR.1948.3p	up	up
*A_55_P2525368*	Down		miRNA regulation not significant		
*Ptpmt1*	Down	Down	miRNA regulation not significant		
*Magohb*	Down		miRNA regulation not significant		
*A130022F02Rik*	Down	Down	miRNA regulation not significant		
*Gm13547*	Down	Down	no regulated by a miRNA		
*Lrrfip1*	Down	Down	no regulated by a miRNA		
*Rabl3*	Down	Down	no regulated by a miRNA		
*Kansl1l*	up	up	miRNA regulation not significant		
*P4ha1*	up		miRNA regulation not significant		
*Inhbb*	up		miRNA regulation not significant		
*Mtss1*	up	up	miRNA regulation not significant		
*Hyou1*	up	up	miRNA regulation not significant		
*Gbe1*	up	up	miRNA regulation not significant		
*Slc5a3*	up	up	miRNA regulation not significant		
*Ints6*	up	up	miRNA regulation not significant		
*0610031O16Rik*	up	up	no regulated by a miRNA		

Fifteen upregulated genes and 15 downregulated genes with the highest FC value (>0.25) in the HFepa condition were selected to demonstrate its regulation mediated by miRNAs. The four-step sequential MMRA pipeline was applied to obtain miRNA-gene regulations. The Table shows the regulatory pattern of genes and miRNAs in HFepa vs. Reference or HFoleic vs. Reference biological condition.

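Table 2 assigns a direction to 17 pairs of a miRNA and a comparison, and 16 of them could be tested. The log2 fold change had the direction of the table in 14 pairs, of which 6 in HFoleic and 5 in HFepa were called. The first exception was miR-18a-3p, up in HFoleic in the table, with 2.68 ± 0.653 CPM (SD, n = 8) in the reference group and 1.68 ± 0.343 CPM (SD, n = 8) in HFoleic, a log2 fold change of -0.67 (standard error 0.20, adjusted p = 0.0344, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was not called without HFoleic library 12, 13, 15 or 23 or reference library 1, 2, 4 or 5, with values from -0.66 to -0.57. In Figure 5b its circle has the colour of downregulated components. The gene of miR-18a-3p lies on chromosome 14 of GRCm38, from 115043851 to 115043946 on the plus strand, in an exon of Mir17hg. The second was miR-148a-3p, up in HFepa in the table, with 85592 ± 5547 CPM (SD, n = 8) in the reference group and 71624 ± 10804 CPM (SD, n = 7) in HFepa. It was lower in HFepa at an unadjusted p of 0.0144 from edgeR's quasi-likelihood test and did not pass after adjustment over all tested miRNAs, although it was called with library size in place of TMM, with -0.32, and with the pooled counts, with -0.31. Both lineages carry a direction for miR-335-3p, miR-128-3p, miR-7068-3p, miR-1948-3p and miR-195a-3p. The first 3 of these were called in both comparisons. In HFoleic, miR-1948-3p was not called (adjusted p = 0.188, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), whereas in HFepa it was. Neither comparison called miR-195a-3p (adjusted p = 0.0898 in HFoleic and 0.148 in HFepa from the same edgeR test). The level of miR-335-3p rose from 31.9 ± 7.93 CPM (SD, n = 8) in the reference group to 45.6 ± 8.20 CPM (SD, n = 8) in HFoleic and 49.2 ± 7.60 CPM (SD, n = 7) in HFepa, with log2 fold changes of 0.51 and 0.62 (adjusted p = 0.0233 and 0.00729, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without HFoleic library 13 or 15 it was not called in HFoleic, with 0.46 and 0.47. Its gene lies on chromosome 6 of GRCm38, from 30741299 to 30741396 on the plus strand, in an intron of Mest. The level of miR-128-3p was 45.1 ± 3.87 CPM (SD, n = 8) in the reference group, 32.2 ± 8.39 CPM (SD, n = 8) in HFoleic and 29.1 ± 6.60 CPM (SD, n = 7) in HFepa, with log2 fold changes of -0.49 and -0.63 (adjusted p = 0.0311 and 0.00872 from the same edgeR test). In HFoleic it was not called without HFoleic library 12, 13, 14, 15 or 23 or reference library 1, 4 or 5, with values from -0.51 to -0.42. This mature miRNA comes from the gene Mir128-1 on chromosome 1 of GRCm38, in an intron of R3hdm1, and from Mir128-2 on chromosome 9, in an intron of Arpp21, and its counts do not tell them apart. In both miR-150-5p and miR-128-3p, the 3 HFoleic libraries numbered 9 to 11 lay closer to the reference group than the other 5. With a term for the library number, chosen after the data were seen, miR-1948-3p went against the direction of the table in both comparisons. In HFepa so did miR-98-3p and miR-128-3p, whereas miR-148a-3p then had the direction of the table.

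**Figure D2:**
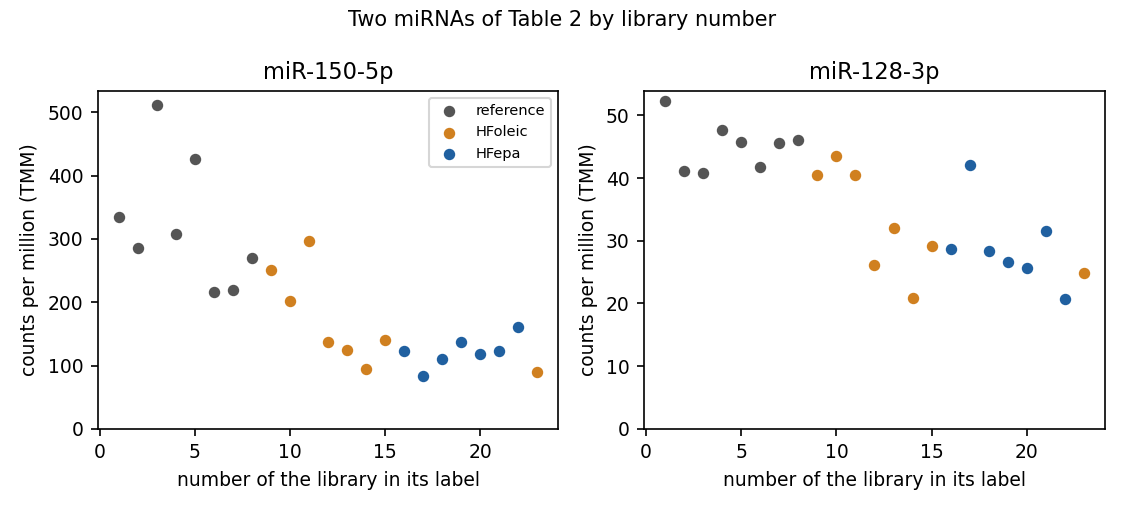
Levels of miR-150-5p and miR-128-3p in CPM after TMM normalization, by the number of the library in its label, with 1 point per mouse, coloured by group; these 2 miRNAs were chosen after their values were seen. HFoleic libraries 9 to 11 hold between 203 and 297 CPM of miR-150-5p and the other 5 HFoleic libraries between 90.2 and 141 CPM.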

## Supplementary Materials

The following are available online at https://www.mdpi.com/2072-6643/12/12/3864/s1, Figure S1: Schematic representation of the dietary intervention, Figure S2: MetExplore pathways representation, Table S1: miRNAs regulating HFepa vs. reference phenotype signature (MMRA Analysis), Table S2: miRNAs regulating HFoleic vs. reference phenotype signature (MMRA Analysis), Table S3: Enriched pathways resulted from an overrepresentation analysis in GeneTrial 2.0. in HFoleic vs. reference, Table S4: Enriched pathways resulted from an overrepresentation analysis in GeneTrial 2.0. in HFepa vs. reference, Table S5: Enriched pathways resulted from a GSEA analysis in GeneTrial 2.0. in HFepa vs. HFoleic biological conditions, Table S6: Metabolic enriched pathways from MetExplore analysis in each group, Table S7: RT-qPCR validation of microarray data.

## References

[1] de Ferranti S., Mozaffarian D. (2008). The perfect storm: Obesity, adipocyte dysfunction, and metabolic consequences. Clin. Chem..

[2] Hatting M., Tavares C.D.J., Sharabi K., Rines A.K., Puigserver P. (2018). Insulin regulation of gluconeogenesis. Ann. N.Y. Acad. Sci..

[3] Samuel V.T., Shulman G.I. (2016). The pathogenesis of insulin resistance: Integrating signaling pathways and substrate flux. J. Clin. Investig..

[4] Albracht-Schulte K., Kalupahana N.S., Ramalingam L., Wang S., Rahman S.M., Robert-McComb J., Moustaid-Moussa N. (2018). Omega-3 fatty acids in obesity and metabolic syndrome: A mechanistic update. J. Nutr. Biochem..

[5] Martinez-Fernandez L., Laiglesia L.M., Huerta A.E., Martinez J.A., Moreno-Aliaga M.J. (2015). Omega-3 fatty acids and adipose tissue function in obesity and metabolic syndrome. Prostaglandins Other Lipid Mediat..

[6] Pinel A., Morio-Liondore B., Capel F. (2014). n-3 Polyunsaturated fatty acids modulate metabolism of insulin-sensitive tissues: Implication for the prevention of type 2 diabetes. J. Physiol. Biochem..

[7] Pinel A., Pitois E., Rigaudiere J.P., Jouve C., De Saint-Vincent S., Laillet B., Montaurier C., Huertas A., Morio B., Capel F. (2016). EPA prevents fat mass expansion and metabolic disturbances in mice fed with a Western diet. J. Lipid Res..

[8] Massiera F., Barbry P., Guesnet P., Joly A., Luquet S., Moreilhon-Brest C., Mohsen-Kanson T., Amri E.Z., Ailhaud G. (2010). A Western-like fat diet is sufficient to induce a gradual enhancement in fat mass over generations. J. Lipid Res..

[9] Dao M.C., Sokolovska N., Brazeilles R., Affeldt S., Pelloux V., Prifti E., Chilloux J., Verger E.O., Kayser B.D., Aron-Wisnewsky J. (2018). A Data Integration Multi-Omics Approach to Study Calorie Restriction-Induced Changes in Insulin Sensitivity. Front. Physiol..

[10] Yang Q., Vijayakumar A., Kahn B.B. (2018). Metabolites as regulators of insulin sensitivity and metabolism. Nat. Rev. Mol. Cell Biol..

[11] Bolstad B.M., Irizarry R.A., Astrand M., Speed T.P. (2003). A comparison of normalization methods for high density oligonucleotide array data based on variance and bias. Bioinformatics.

[12] Ritchie M.E., Phipson B., Wu D., Hu Y., Law C.W., Shi W., Smyth G.K. (2015). limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Res..

[13] Edgar R., Domrachev M., Lash A.E. (2002). Gene Expression Omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res..

[14] Chen C.J., Servant N., Toedling J., Sarazin A., Marchais A., Duvernois-Berthet E., Cognat V., Colot V., Voinnet O., Heard E. (2012). ncPRO-seq: A tool for annotation and profiling of ncRNAs in sRNA-seq data. Bioinformatics.

[15] Benjamini Y., Hochberg Y. (1995). Controlling the False Discovery Rate: A Practical and Powerful Approach to Multiple Testing. J. R. Stat. Soc. Ser. B (Methodol.).

[16] Rohart F., Gautier B., Singh A., Le Cao K.A. (2017). mixOmics: An R package for ‘omics feature selection and multiple data integration. PLoS Comput. Biol..

[17] Cantini L., Isella C., Petti C., Picco G., Chiola S., Ficarra E., Caselle M., Medico E. (2015). MicroRNA-mRNA interactions underlying colorectal cancer molecular subtypes. Nat. Commun..

[18] Wang L., Feng Z., Wang X., Zhang X. (2010). DEGseq: An R package for identifying differentially expressed genes from RNA-seq data. Bioinformatics.

[19] Hsu S.D., Lin F.M., Wu W.Y., Liang C., Huang W.C., Chan W.L., Tsai W.T., Chen G.Z., Lee C.J., Chiu C.M. (2011). miRTarBase: A database curates experimentally validated microRNA-target interactions. Nucleic Acids Res..

[20] Chen Y., Wang X. (2020). miRDB: An online database for prediction of functional microRNA targets. Nucleic Acids Res..

[21] Agarwal V., Bell G.W., Nam J.W., Bartel D.P. (2015). Predicting effective microRNA target sites in mammalian mRNAs. eLife.

[22] Stockel D., Kehl T., Trampert P., Schneider L., Backes C., Ludwig N., Gerasch A., Kaufmann M., Gessler M., Graf N. (2016). Multi-omics enrichment analysis using the GeneTrail2 web service. Bioinformatics.

[23] Subramanian A., Tamayo P., Mootha V.K., Mukherjee S., Ebert B.L., Gillette M.A., Paulovich A., Pomeroy S.L., Golub T.R., Lander E.S. (2005). Gene set enrichment analysis: A knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl. Acad. Sci. USA.

[24] Cottret L., Wildridge D., Vinson F., Barrett M.P., Charles H., Sagot M.F., Jourdan F. (2010). MetExplore: A web server to link metabolomic experiments and genome-scale metabolic networks. Nucleic Acids Res..

[25] Heinken A., Sahoo S., Fleming R.M., Thiele I. (2013). Systems-level characterization of a host-microbe metabolic symbiosis in the mammalian gut. Gut Microbes.

[26] Gonzalez A.G., Naldi A., Sanchez L., Thieffry D., Chaouiya C. (2006). GINsim: A software suite for the qualitative modelling, simulation and analysis of regulatory networks. Bio Syst..

[27] Yugi K., Kubota H., Hatano A., Kuroda S. (2016). Trans-Omics: How to Reconstruct Biochemical Networks Across Multiple ‘Omic’ Layers. Trends Biotechnol..

[28] Miskov-Zivanov N., Turner M.S., Kane L.P., Morel P.A., Faeder J.R. (2013). The duration of T cell stimulation is a critical determinant of cell fate and plasticity. Sci. Signal..

[29] Kanehisa M., Goto S. (2000). KEGG: Kyoto encyclopedia of genes and genomes. Nucleic Acids Res..

[30] Besse-Patin A., Jeromson S., Levesque-Damphousse P., Secco B., Laplante M., Estall J.L. (2019). PGC1A regulates the IRS1:IRS2 ratio during fasting to influence hepatic metabolism downstream of insulin. Proc. Natl. Acad. Sci. USA.

[31] Tocher D.R., Betancor M.B., Sprague M., Olsen R.E., Napier J.A. (2019). Omega-3 Long-Chain Polyunsaturated Fatty Acids, EPA and DHA: Bridging the Gap between Supply and Demand. Nutrients.

[32] Rodriguez-Cruz M., Serna D.S. (2017). Nutrigenomics of omega-3 fatty acids: Regulators of the master transcription factors. Nutrition.

[33] Pinel A., Rigaudiere J.P., Jouve C., Montaurier C., Jousse C., LHomme M., Morio B., Capel F. (2020). Transgenerational supplementation with eicosapentaenoic acid reduced the metabolic consequences on the whole body and skeletal muscle in mice receiving an obesogenic diet. Eur. J. Nutr..

[34] Rodriguez Melendez R. (2000). Importance of biotin metabolism. Rev. Investig. Clin..

[35] Huergo L.F., Dixon R. (2015). The Emergence of 2-Oxoglutarate as a Master Regulator Metabolite. Microbiol. Mol. Biol. Rev. Mmbr..

[36] Hardwick J.P., Osei-Hyiaman D., Wiland H., Abdelmegeed M.A., Song B.J. (2009). PPAR/RXR Regulation of Fatty Acid Metabolism and Fatty Acid omega-Hydroxylase (CYP4) Isozymes: Implications for Prevention of Lipotoxicity in Fatty Liver Disease. PPAR Res..

[37] Dubois V., Eeckhoute J., Lefebvre P., Staels B. (2017). Distinct but complementary contributions of PPAR isotypes to energy homeostasis. J. Clin. Investig..

[38] Booth A.D., Magnuson A.M., Cox-York K.A., Wei Y., Wang D., Pagliassotti M.J., Foster M.T. (2017). Inhibition of adipose tissue PPARgamma prevents increased adipocyte expansion after lipectomy and exacerbates a glucose-intolerant phenotype. Cell Prolif..

[39] Jones J.R., Barrick C., Kim K.A., Lindner J., Blondeau B., Fujimoto Y., Shiota M., Kesterson R.A., Kahn B.B., Magnuson M.A. (2005). Deletion of PPARgamma in adipose tissues of mice protects against high fat diet-induced obesity and insulin resistance. Proc. Natl. Acad. Sci. USA.

[40] Sethi S., Ziouzenkova O., Ni H., Wagner D.D., Plutzky J., Mayadas T.N. (2002). Oxidized omega-3 fatty acids in fish oil inhibit leukocyte-endothelial interactions through activation of PPAR alpha. Blood.

[41] Zuniga J., Cancino M., Medina F., Varela P., Vargas R., Tapia G., Videla L.A., Fernandez V. (2011). N-3 PUFA supplementation triggers PPAR-alpha activation and PPAR-alpha/NF-kappaB interaction: Anti-inflammatory implications in liver ischemia-reperfusion injury. PLoS ONE.

[42] Puigserver P., Wu Z., Park C.W., Graves R., Wright M., Spiegelman B.M. (1998). A cold-inducible coactivator of nuclear receptors linked to adaptive thermogenesis. Cell.

[43] Yoon J.C., Puigserver P., Chen G., Donovan J., Wu Z., Rhee J., Adelmant G., Stafford J., Kahn C.R., Granner D.K. (2001). Control of hepatic gluconeogenesis through the transcriptional coactivator PGC-1. Nature.

[44] Koo S.H., Satoh H., Herzig S., Lee C.H., Hedrick S., Kulkarni R., Evans R.M., Olefsky J., Montminy M. (2004). PGC-1 promotes insulin resistance in liver through PPAR-alpha-dependent induction of TRB-3. Nat. Med..

[45] Du K., Herzig S., Kulkarni R.N., Montminy M. (2003). TRB3: A tribbles homolog that inhibits Akt/PKB activation by insulin in liver. Science.

[46] Choi C.S., Befroy D.E., Codella R., Kim S., Reznick R.M., Hwang Y.J., Liu Z.X., Lee H.Y., Distefano A., Samuel V.T. (2008). Paradoxical effects of increased expression of PGC-1alpha on muscle mitochondrial function and insulin-stimulated muscle glucose metabolism. Proc. Natl. Acad. Sci. USA.

[47] Gu L., Ding X., Wang Y., Gu M., Zhang J., Yan S., Li N., Song Z., Yin J., Lu L. (2019). Spexin alleviates insulin resistance and inhibits hepatic gluconeogenesis via the FoxO1/PGC-1alpha pathway in high-fat-diet-induced rats and insulin resistant cells. Int. J. Biol. Sci..

[48] White M.F. (2002). IRS proteins and the common path to diabetes. Am. J. Physiol. Endocrinol. Metab..

[49] Honma M., Sawada S., Ueno Y., Murakami K., Yamada T., Gao J., Kodama S., Izumi T., Takahashi K., Tsukita S. (2018). Selective insulin resistance with differential expressions of IRS-1 and IRS-2 in human NAFLD livers. Int. J. Obes..

[50] Nandi A., Kitamura Y., Kahn C.R., Accili D. (2004). Mouse models of insulin resistance. Physiol. Rev..

[51] Valverde A.M., Burks D.J., Fabregat I., Fisher T.L., Carretero J., White M.F., Benito M. (2003). Molecular mechanisms of insulin resistance in IRS-2-deficient hepatocytes. Diabetes.

[52] Zhang J., Ou J., Bashmakov Y., Horton J.D., Brown M.S., Goldstein J.L. (2001). Insulin inhibits transcription of IRS-2 gene in rat liver through an insulin response element (IRE) that resembles IREs of other insulin-repressed genes. Proc. Natl. Acad. Sci. USA.

[53] Ide T., Shimano H., Yahagi N., Matsuzaka T., Nakakuki M., Yamamoto T., Nakagawa Y., Takahashi A., Suzuki H., Sone H. (2004). SREBPs suppress IRS-2-mediated insulin signalling in the liver. Nat. Cell Biol..

[54] Nakagawa Y., Shimano H., Yoshikawa T., Ide T., Tamura M., Furusawa M., Yamamoto T., Inoue N., Matsuzaka T., Takahashi A. (2006). TFE3 transcriptionally activates hepatic IRS-2, participates in insulin signaling and ameliorates diabetes. Nat. Med..

[55] Tao H., Wang M.M., Zhang M., Zhang S.P., Wang C.H., Yuan W.J., Sun T., He L.J., Hu Q.K. (2016). MiR-126 Suppresses the Glucose-Stimulated Proliferation via IRS-2 in INS-1 beta Cells. PLoS ONE.

[56] Maniyadath B., Chattopadhyay T., Verma S., Kumari S., Kulkarni P., Banerjee K., Lazarus A., Kokane S.S., Shetty T., Anamika K. (2019). Loss of Hepatic Oscillatory Fed microRNAs Abrogates Refed Transition and Causes Liver Dysfunctions. Cell Rep..

[57] He L., He X., Lim L.P., de Stanchina E., Xuan Z., Liang Y., Xue W., Zender L., Magnus J., Ridzon D. (2007). A microRNA component of the p53 tumour suppressor network. Nature.

[58] Chakraborty C., Doss C.G., Bandyopadhyay S., Agoramoorthy G. (2014). Influence of miRNA in insulin signaling pathway and insulin resistance: Micro-molecules with a major role in type-2 diabetes. Wiley Interdiscip. Rev. RNA.

[59] Lee J., Padhye A., Sharma A., Song G., Miao J., Mo Y.Y., Wang L., Kemper J.K. (2010). A pathway involving farnesoid X receptor and small heterodimer partner positively regulates hepatic sirtuin 1 levels via microRNA-34a inhibition. J. Biol. Chem..

[60] Cheung O., Puri P., Eicken C., Contos M.J., Mirshahi F., Maher J.W., Kellum J.M., Min H., Luketic V.A., Sanyal A.J. (2008). Nonalcoholic steatohepatitis is associated with altered hepatic MicroRNA expression. Hepatology.

[61] Kong L., Zhu J., Han W., Jiang X., Xu M., Zhao Y., Dong Q., Pang Z., Guan Q., Gao L. (2011). Significance of serum microRNAs in pre-diabetes and newly diagnosed type 2 diabetes: A clinical study. Acta Diabetol..

# Supplementary material for: An Integrated Analysis of miRNA and Gene Expression Changes in Response to an Obesogenic Diet to Explore the Impact of Transgenerational Supplementation with Omega 3 Fatty Acids
**Source:** Nutrients. 2020 Dec 17;12(12):3864. doi: 10.3390/nu12123864
**Supplement:** Supplementary file 1

|  |  | microarray |  |  |  | RT-qPCR |  |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Gene symbol | HFoleic vs Ref | HFepa vs Hfoleic | HFepa vs Ref |  | HFoleic vs Ref | HFepa vs Hfoleic | HFepa vs Ref |
| Agpat6 | 0.64* | 1.14 | 0.74* |  | 0.66 b | 1.17 c | 0.77 b |
| Angptl4 | 0.73* | 1.49 a | 1.09 |  | 0.74 | 1.93 b | 1.42 b |
| Chrebp | 1.47* | 0.93 | 1.36* |  | 1.60 b | 0.66 b | 1.06 |
| Cpt1a | 0.74* | 1.10 | 0.81 a |  | 0.83 c | 0.96 | 0.8 c |
| Dnajb1 | 1.29 | 1.29 a | 1.67* |  | 1.46 b | 1.26 c | 1.84 b |
| Foxo1 | 0.89 | 1.22 a | 1.08 |  | 1.15 | 0.95 | 1.10 |
| Gck | 3.88* | 0.57 a | 2.22 a |  | 3.34 b | 0.68 b | 2.27 b |
| Irs2 | 0.45* | 1.62 a | 0.73 |  | 0.63 b | 1.52 b | 0.95 |
| Hmgcs1 | 2.07* | 0.78 | 1.61 a |  | 2.13 b | 0.78 c | 1.65 b |
| Hspb1 | 1.6* | 1.10 | 1.77* |  | 1.45 | 1.9 c | 2.76 b |
| Gfpt1 | 1.33* | 0.73 a | 0.97 |  | 1.55 b | 0.58 b | 0.90 |
| Pck1 | 0.6* | 1.36 a | 0.82 a |  | 0.5 b | 1.17 | 0.59 b |
| Ppargc1a | 0.69* | 0.95 | 0.65 a |  | 0.96 | 0.88 | 0.84 |
| Sdc1 | 0.59* | 1.16 | 0.69* |  | 0.62 b | 0.63 | 0.39 b |
| Srebf1 | 2.02* | 0.66 a | 1.33 |  | 3.22 b | 0.43 b | 1.39 |
| Xbp1 | 1.60* | 0.70 a | 1.11 |  | 1.77 b | 0.44 b | 0.79 |

**Supplementary Table 7.** RT-qPCR confirmation of microarray expression data. Changes in mRNA levels were determined using microarrays and RT-qPCR. Data are mRNA level ratio between the different groups. *: significant expression change (p < 0.05) with FDR correction identified using microarray expression data; a: significant expression change (p < 0.05) with no FDR correction identified using microarray expression data. Expression change evaluated by RT-qPCR were confirmed at p < 0.05 (b) or p < 0.1 (c).

How the deposited data were processed for this re-analysis (not part of the article)

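Small RNA of the liver was sequenced in 23 F3 male mice, 8 in the reference group, 8 in HFoleic and 7 in HFepa. The mice were assigned to groups by the lineage and diet that their sample labels give, and each mouse is 1 library and 1 replicate. The gene expression data of the same study were not used here.

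The authors trimmed the adapters with the FASTX-Toolkit, aligned the reads to the mouse genome with Bowtie in the ncPRO-seq pipeline, and deposited the read counts of each mature mouse miRNA without normalization. The methods name the genome both as GRCm38.p6 and as mm9, which are different builds, and the deposited values carry no coordinates. Beside the counts, the authors deposited a signal per library, which is the count divided by a size factor of that library, and its mean in each group. They also deposited log2 fold changes between groups with a p-value and an adjusted p-value for each. These comparison columns have the form that DESeq2 gives, whereas the methods name DEGseq. The methods also state a log2 transformation and a quantile normalization of the miRNA data. The fold changes and p-values of the authors' deposited table are given only where that table is named; all other values were computed from the counts.

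Of 1218 mature miRNAs, 386 passed edgeR's filterByExpr by group. All entries of the table are mature miRNAs, so none was left out of the library totals. Factors were computed by TMM, 1 model was fitted to the 3 groups, and each comparison was tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A miRNA was called at an adjusted p under 0.05 and an absolute log2 fold change over 0.25, where the paper writes FC over 0.25 without a scale. Group levels are CPM computed with the TMM factors, given as mean ± SD. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Shared miRNAs are those called in both comparisons. R 4.3.3 was used with edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1 and mixOmics 6.26.0, and Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9; the random seed was 20200412.

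The distance between group profiles was computed on log2 CPM with a prior count of 2 and tested by an exact permutation of the HFoleic and HFepa labels. The PLS-DA used 2 components and was tested by leaving out each library, with the miRNAs chosen again each time, and by 100 permutations of the labels. Single miRNAs were named by a rule set before the data were examined: miR-34a-5p, the miRNAs for which the paper gives a direction, called miRNAs of its text, Table 2, Fig. 5b and Tables S1 and S2, in each comparison the 5 called miRNAs with the largest fold change among those with a mean of at least 10 CPM, and the 3 miRNAs with the most counts. Any other miRNA is marked as chosen after its values were seen. Lists of miRNAs of muscle and heart, red blood cells, pancreas, leukocytes, biliary epithelium, stellate cells and fibroblasts, and hepatocytes were also written at that time. The fits, the alternatives and the marker lists were likewise fixed then, except for the alternatives named below as added after the data were seen.

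The alternatives were DESeq2, quantile normalization with limma, library size in place of TMM, upper-quartile factors, no filter, at least 10 counts in every library, only the 2 groups compared, an unadjusted p under 0.01, no fold change threshold, limma-voom with quality weights, and each library left out in turn. DEGseq was not run. Its formula for counts was applied instead to the counts pooled within each group, at an unadjusted p under 0.01, as in the paper, and the same fold change threshold. After the data were seen, 4 alternatives were added: a term for library numbers 1 to 11 against 12 to 23, the libraries numbered 1 to 11 alone, those numbered 12 to 23 alone, and all libraries thinned at random to 3725432 counts.

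The tests by edgeR, DESeq2, limma with quantile normalization, limma-voom and pooled counts, the term for the library number and the fit of libraries 1 to 11 were first checked on simulated counts with the means and library sizes of these libraries. The other settings, the distance and the PLS-DA were not. In the simulations HFepa and HFoleic had the same means, so they give no share of changes found in HFepa vs. HFoleic. The simulations with a change altered 198 of 382 or 199 of 384 tested miRNAs. This is a larger share than the 48 and 61 of 386 called in the real libraries, which makes calls easier after adjustment. With a 2-fold change, edgeR's quasi-likelihood test called 184 of 198 changed miRNAs in HFoleic vs. reference and 182 of 198 in HFepa vs. reference; with a 1.4-fold change it called 117 and 109 of 199. With the term for the library number it called 159 and 122 of 198 at a 2-fold change, and 63 and 15 of 199 at a 1.4-fold change. With no change, edgeR called 0 of 384 in each comparison, and the pooled counts called 65, 61 and 57 of 384. A pooled call is therefore a statement about the reads and not about the mice.

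Library totals lay between 3725432 and 8139344 counts. At this depth the spread between mice, and not counting error, sets the precision of miRNAs with many counts, while a miRNA at 1 CPM rests on a few counts per library. The genes of the miRNAs were located in the GRCm38 annotation by name. Mature sequences made by several genes, and the pair miR-486a-5p and miR-486b-5p, share reads that the counts do not tell apart. Target prediction, the MMRA steps on genes and the logical model of the paper were not repeated.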

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

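The tests of depth and of marker miRNAs given here were chosen only after the result was seen. In 84 groups of 7 or 8 libraries, namely 27 named miRNAs and the library totals in each of the 3 groups, the highest or lowest library was set against the nearest other by Dixon's ratio on log2 values of CPM plus 0.5, or of the totals. In 15 groups the ratio passed its 95% critical value. Chance gives about 4.20 for miRNAs chosen without regard to their values. Some of the 27 were named for the largest fold changes, which a single extreme library can give, so 15 cannot be set against 4.20. Of the 15 groups, 10 were in the reference group, 4 in HFepa and 1 in HFoleic. In the reference group they came from library 3 for 5 miRNAs, library 5 for 3 and library 4 for 2.

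Reference library 3 held 124 CPM of miR-34a-5p against 13.0 to 24.8 CPM in the other reference libraries (ratio 0.717). It was also the highest for miR-195a-3p, with 21.6 CPM against 8.06 to 12.7 (ratio 0.542), and for miR-501-3p, with 15.4 CPM against 7.81 to 10.7 (ratio 0.535). It was the lowest for miR-1948-3p, with 91.1 CPM against 185 to 241 (ratio 0.725), and for miR-192-5p, with 98104 CPM against 182763 to 219099 (ratio 0.774). Depth does not account for miR-34a-5p, as the total of library 3, 5493579 counts, was below the reference median of 5981328. With all libraries thinned to one depth, library 3 held 6.90 times the count of the next reference library, before TMM scaling. Thinning keeps the share of each miRNA in its library, so this ratio adds no evidence. The 15 miRNAs of the leukocyte, biliary epithelium and stellate and fibroblast lists, all of which the livers express, were each highest in this library among all 23. Their median log2 differences from the other reference libraries were 0.90, 2.66 and 1.58, whereas the hepatocyte list lay between -1.09 and -0.24. A lower share of hepatocytes in the sample is a candidate explanation. It would raise the miRNAs of the other cells alike, and the lists of leukocytes and of biliary epithelium, the lowest and highest, do overlap, by a gap of -0.04 log2 units (-0.0410). The red blood cell list, however, lay lower in this library, by a log2 gap of 1.03 to the lowest member of those lists, which argues against a lower share of hepatocytes as the whole cause. A larger share of bile duct, stellate or immune cells in this piece of liver stays open and cannot be told apart from a change within the cells. Without library 3, miR-34a-5p in HFoleic vs. reference had a log2 fold change of 1.02 and was called. A biological difference of this mouse was not tested.

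In reference library 5, miR-375-3p reached 2020 CPM against 12.8 to 57.3 (ratio 0.707), miR-127-3p 3940 CPM against 67.0 to 360.4 (ratio 0.588) and miR-434-3p 581 CPM against 16.0 to 72.0 (ratio 0.585). Pancreas tissue was tested as a source of miR-375-3p: it had 12032 counts in library 5 and at most 478 elsewhere, but the other 3 members of the pancreas list together had 5 counts there. This argues against pancreas tissue as far as those miRNAs mark it. No explanation was tested for miR-127-3p and miR-434-3p. In the same library miR-136-3p reached 190 CPM, against 4.70 to 28.4 CPM in the other reference libraries. The lower levels of miR-127-3p, miR-136-3p and miR-434-3p against the reference group therefore lean on the same mouse and are not separate evidence. Without library 5, 12 miRNAs were called in HFoleic vs. reference in place of 48, and 36 in HFepa vs. reference in place of 61.

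Reference library 4 held 1885 CPM of miR-215-5p against 22.5 to 43.0 (ratio 0.855) and 205 CPM of miR-133a-3p against 1.85 to 11.4 (ratio 0.637). Of the 6 members of the muscle and heart list with an entry in the table, 5 were highest in this library, with 1712 counts of miR-133a-3p and 75 of miR-1a-3p, and so were all 5 of the red blood cell list. Muscle or heart tissue in the sample is a candidate source of miR-133a-3p, but most members hold few counts. With library 4 included, 2 of the 6 pass a reference mean of 1 CPM, and miR-1a-3p and miR-208b-3p are also in Table S2. Such tissue therefore cannot be told apart from other sources. It was not tested for miR-215-5p, whose log2 fold changes without library 4 were 0.033 in HFoleic vs. reference and -0.0093 in HFepa vs. reference, neither of them called.

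In HFepa, library 19 was the lowest for miR-1948-3p, with 132 CPM against 296 to 433 (ratio 0.680), for miR-19a-3p, with 20.0 CPM against 30.8 to 42.6 (ratio 0.572), and for miR-501-3p, with 24.3 CPM against 53.8 to 95.6 (ratio 0.579). Library 17 was the highest for miR-127-3p, with 105 CPM against 74.2 to 86.2 (ratio 0.570). In HFoleic, library 12 was the lowest for miR-184-3p, with 3.33 CPM against 6.11 to 9.37 (ratio 0.577). These are 5 ratios in the 56 groups of HFepa and HFoleic. Chance gives about 2.80 there for miRNAs chosen without regard to their values. Of the 5, 3 come from library 19. No explanation was tested for them. Without library 19, miR-190a-5p was called in HFepa vs. HFoleic, the only call in that comparison among the 23 fits that each left out 1 library.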

How the results depend on the processing

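The fits with library numbers and with thinned counts were chosen only after the result was seen. Each count is given in the order HFoleic vs. reference, HFepa vs. reference and HFepa vs. HFoleic, where the counts were 48, 61 and 0 (22 at an unadjusted p under 0.05), 33 miRNAs were shared by the first pair, and 12 of Table S2 and 8 of Table S1 were called.

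With DESeq2, 25, 46 and 0 miRNAs were called (23 at an unadjusted p under 0.05), all 25 and 42 of the 46 also called by edgeR, and 18 were shared. With quantile normalization and limma the counts were 10, 25 and 0 (10), with 10 shared, 4 of Table S1 and 3 of Table S2. Without a filter they were 29, 43 and 0 of 1218 (66), with 20 shared and 4 of Table S2. With only the 2 groups compared they were 7, 40 and 0 (24), with 7 shared and 2 of Table S2. With limma-voom they were 31, 49 and 1 (55), with 18 shared by the first pair and 1 by HFepa vs. reference and HFepa vs. HFoleic. This was miR-190a-5p, chosen after its values were seen. At an unadjusted p under 0.01 they were 52, 64 and 5, with 3 of the 5 shared with HFepa vs. reference and 1 with HFoleic vs. reference. With the pooled counts they were 135, 143 and 50, with 108, 33 and 27 shared and 22 of Table S2; leaving out 1 library or another lost 45, 54 and 35 of these calls. Library size only, upper-quartile factors, at least 10 counts in every library and no fold change threshold gave 37 to 49, 45 to 69 and 0 (18 to 23).

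The share of calls that were higher, 39.6% in HFoleic vs. reference and 32.8% in HFepa vs. reference, moved with the scaling, with other settings and with single libraries. With library size only, where nothing but the scaling changed, it was 21.3% and 24.1%. It was 60% and 50% with DESeq2 and 80% and 72% with quantile normalization and limma. Both of these change the test as well as the scaling, so their shares cannot be put down to scaling. It was 21.5% and 19.6% with pooled counts, 58.1% and 49.0% with limma-voom, and 85.7% and 55% with only the 2 groups compared. Without reference library 5 it was 66.7% of 12 and 44.4% of 36, without HFoleic library 10 it was 51.1% in HFoleic vs. reference, and without HFepa library 22 it was 53.1% in HFepa vs. reference. Why the settings differ was not tested.

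For miR-34a-5p in HFepa vs. reference, whose log2 fold change of -0.01 has no clear sign, the value was 0.036 with DESeq2, 0.43 with quantile normalization, 0.17 with upper-quartile factors, 0.014 with only the 2 groups compared, 0.38 with limma-voom and 0.029 with thinned counts. On the negative side it was -0.85 with the term for the library number, -0.14 with library size only and -0.12 with the pooled counts. In HFoleic vs. reference it was 0.83 and called with limma-voom, and in HFepa vs. HFoleic -0.25 and called with the pooled counts. With DESeq2, miR-215-5p had 0.023 in HFoleic vs. reference and 0.0032 in HFepa vs. reference.

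Across the 23 fits that each left out 1 library, the count in HFoleic vs. reference ranged from 12 without reference library 5 to 53 without HFoleic library 9, and was 24, 21 and 20 without HFoleic libraries 13, 14 and 15. The count in HFepa vs. reference ranged from 32 without HFepa library 22 to 66 without reference library 6, and was 36 without reference library 5 and 38 without HFepa library 16 or 18. In HFepa vs. HFoleic it ranged from 0 to 1, as did the number shared with HFepa vs. reference, with 1 in each only without HFepa library 19. The number shared with HFoleic vs. reference stayed 0. At an unadjusted p under 0.05, the count in HFepa vs. HFoleic ranged from 13 without HFepa library 16 or 22 to 35 without HFepa library 19. The number shared by the comparisons with reference ranged from 12 without reference library 5 to 39 without HFoleic library 9, and was 20, 19, 21 and 19 without libraries 14, 15, 20 and 22. From Table S2, 4 to 14 were called, namely 4 without reference library 5 or HFoleic library 15, 5 without HFoleic library 13 or 14, and 7 without reference library 1 or HFoleic library 23. From Table S1, 6 to 8 were called. The distance to the reference group, HFoleic minus HFepa, ranged from -1.07 without HFepa library 19 to 0.079 without HFoleic library 9, and was 0.014 without HFoleic library 11. The log2 fold change of miR-34a-5p ranged from 0.10 without HFoleic library 14 to 1.02 without reference library 3 in HFoleic vs. reference, from -0.33 without HFepa library 19 to 0.71 without reference library 3 in HFepa vs. reference, and from -0.63 without HFepa library 19 to -0.10 without HFoleic library 14 in HFepa vs. HFoleic. That of miR-215-5p in HFoleic vs. reference ranged from -3.25 without reference library 5 to 0.033 without reference library 4.

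With the term for the library number, 1, 0 and 0 miRNAs were called (43, 16 and 21 at an unadjusted p under 0.05), with 0 shared, 0 of Table S1 and 0 of Table S2. The 1 was miR-210-3p, chosen after its values were seen; it held 54.7 CPM on average in HFoleic libraries 9 to 11, 34.9 in the other 5, 32.5 in the reference group and 36.0 in HFepa. With libraries 1 to 11 alone, 0 of 409 were called in HFoleic vs. reference (28) and 0 of Table S2; with libraries 12 to 23 alone, 0 of 358 in HFepa vs. HFoleic (21). On simulated counts the fit of libraries 1 to 11 called 158 of 200 changed miRNAs at a 2-fold change and 37 of 200 at a 1.4-fold change. There 200 of 386 miRNAs were changed, a larger share than the 48 of 386 called in the real libraries, which makes calls easier after adjustment. These simulations therefore cannot tell whether the size of this fit explains the count of 0. The fit of libraries 12 to 23 was not simulated. With the term, the log2 fold changes in HFoleic vs. reference were -0.27 for miR-34a-5p, -0.12 for miR-1948-3p, 0.014 for miR-98-3p and 0.10 for miR-148a-3p. Those in HFepa vs. reference were -0.081 for miR-1948-3p, 0.013 for miR-98-3p, 0.12 for miR-148a-3p, 0.0081 for miR-128-3p, -0.19 for miR-501-3p and -0.18 for miR-32-5p. With libraries 1 to 11 alone those in HFoleic vs. reference were -0.25 for miR-34a-5p, -0.12 for miR-1948-3p, 0.018 for miR-98-3p and 0.10 for miR-148a-3p. With libraries 12 to 23 alone, miR-98-3p in HFepa vs. HFoleic had 0.011.

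Thinned to one depth, 50, 55 and 0 miRNAs were called (20), of which 44 of 48 and 52 of 61 were the same. The matches of direction stayed at 14 pairs of Table 2 in every fit that left out 1 library. With the term for the library number, miR-1948-3p also went against the table in both comparisons. So did miR-98-3p and miR-128-3p in HFepa vs. reference, whereas miR-148a-3p then had the direction of the table. The 10 errors of the PLS-DA stayed 10 with quantile normalization and with miRNAs chosen once, and were 7 with all miRNAs. The distance between HFoleic and HFepa kept its sign in the 6 other settings, and its test stayed above an exact permutation p of 0.05 in all of them.

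For the 39 results on single named miRNAs, the alternatives other than leaving out a library or those added after the data were seen gave 425 values, of which 337 kept direction and side of the threshold, 73 lost their call, 13 gained one and 2 changed sign. Leaving out a library gave 897 values, of which 77 lost a call, 9 gained one and 1 changed sign. The 4 added alternatives gave 101 values, of which 49 kept direction and side of the threshold, 38 lost their call, 1 gained one and 13 changed sign. Results such as the counts of calls and miR-34a-5p in HFepa vs. reference were tallied apart. For these, the alternatives set beforehand, the fits without a library and the added alternatives gave 141, 299 and 29 values. Of these values, 5, 10 and 3 changed sign. Leaving out a library took miR-34a-5p in HFepa vs. reference from -0.33 to 0.71. The alternative that took all small RNA in the table was not run, since the table holds mature miRNAs alone, and at least 10 counts in every library left no value for miR-133a-3p. No paired analysis was possible because the groups share no replicate numbers. Depth limits miRNAs with few counts: 9 of the 32 miRNAs of Table S2 were below the filter and have no test.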

Differences from the paper's values

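Of the tests named here, only the term for the library number was chosen only after the result was seen. The paper shows about 120 differentially expressed miRNAs in HFoleic vs. reference, about 110 in HFepa vs. reference and about 68 in HFepa vs. HFoleic in Fig. 2b, read by eye; the values computed here were 48, 61 and 0, with 22 at an unadjusted p under 0.05 in the last. Of the 34 alternatives set before the data were examined, only the pooled counts came within 1.5 times of the paper's values, with 135, 143 and 50. In the authors' deposited table, 20, 45 and 0 miRNAs pass an adjusted p under 0.05 and the same fold change threshold in these comparisons, and 20 of the 20 and 39 of the 45 were also called here.

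The paper gives 74 miRNAs shared by the comparisons with the reference group, against 33 here. It gives 30 shared by HFepa vs. reference and HFepa vs. HFoleic and 28 shared by HFoleic vs. reference and HFepa vs. HFoleic, against 0 and 0 here. Of the same 34 alternatives, only the pooled counts came within 1.5 times, with 108, 33 and 27.

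Table S2 of the paper lists 32 miRNAs for HFoleic vs. reference, and 12 of them were called here. With the pooled counts 22 were called, and the other 33 of the 34 alternatives stayed further from the paper's number. The paper selected this list from its differentially expressed miRNAs by further steps on genes, which were not repeated.

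The paper gives miR-34a-5p as lower in HFepa than in HFoleic and as higher in both than in the reference group. Its log2 fold changes here were -0.31, 0.31 in HFoleic vs. reference and -0.01 in HFepa vs. reference, and it was called in none of the 3 comparisons. The pooled counts called it in HFepa vs. HFoleic, with -0.25. Limma-voom, with 0.83, and the fit without reference library 3, with 1.02, called it in HFoleic vs. reference. No setting called it in HFepa vs. reference, where 0.71 without reference library 3 was the highest value.

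Table 2 of the paper gives miR-18a-3p as up in HFoleic and miR-148a-3p as up in HFepa. The log2 fold changes here were -0.67 and -0.26. For miR-18a-3p every setting gave a negative value, and Fig. 5b of the paper colours it as downregulated, in a comparison that its legend does not name. For miR-148a-3p a positive value was reached only with the term for the library number, 0.12, an alternative chosen after seeing the values. Table 2 places miR-150-5p and miR-19a-3p in HFoleic alone, and both were called in HFepa vs. reference too, with -1.40 and -0.49.

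The paper describes separate groups in its PLS-DA and places HFepa close to the reference group. Here the PLS-DA, with each library left out in turn, assigned 10 of 23 libraries to a wrong group, with 0 HFepa libraries and 3 HFoleic libraries assigned to the reference group. This is another measure than the paper's. The paper describes the separation for its own lists of genes and miRNAs and reports no error for left-out samples, and genes were not analysed here. The distance to the reference group was 7.74 for HFoleic and 8.25 for HFepa, a difference of -0.51 that the exact permutation test did not separate from 0 (p = 0.664); HFepa was the nearer group only without HFoleic library 9 or 11.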

Other observations

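The tests of the order of the HFoleic libraries, of their totals, of the correlation with HFepa minus reference and of depth between groups, of miR-34a-5p within library numbers with 1 library left out, of the size of fold changes with the library number in the fit and of the number of miRNAs near the reference group were chosen only after the result was seen; the counts over other splits of the libraries, the test of hairpin arms and the test of lost precision were set before their values were seen. Of 100 splits of the libraries into groups of the same sizes, the real one included, 1 gave as many called miRNAs as HFoleic vs. reference, with at most 38 in the others and none in 85. For HFepa vs. reference it was also 1 of 100, with at most 34 in the others. Of 100 regroupings, 1 gave as many miRNAs shared by the comparisons with the reference group, and 7 was the highest number in the others. For HFepa vs. HFoleic, where 0 were called and 22 had an unadjusted p under 0.05, such a count says nothing: every split has at least 0, so 100 of 100 do for the calls and 100 of 100 for each number shared with that comparison. The same holds for the lists: for the miRNAs of Table S1 in HFepa vs. reference it was 1 of 100, and for those of Table S2 in HFoleic vs. reference 1 of 100, but the study chose both lists on these mice in their real groups, so the real split is favoured in advance. From the counts over all miRNAs alone, the difference between high-fat and reference libraries was larger than that between random groups. In the real split, the library numbers go with the groups.

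The HFepa libraries had the lowest median total, and all of them were below the lowest reference library; HFoleic libraries 15 and 23 were also in their range. Thinned to one depth, the libraries gave 105 calls over both comparisons with the reference group against 109, which argues against depth as the cause of these calls.

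Within HFoleic, libraries 9 to 11 lay apart from libraries 12 to 15 and 23. Splitting the 8 libraries by number after library 11 explained 37.8% of the variance across the tested miRNAs, against 14.3% on average for a split at random into 3 and 5. Among all 40320 orders of these libraries, a share of 0.0357 had a best split as strong, so chance order is a weak explanation. The paper does not report such a difference, and its text names no batch. For 213 of the 386 miRNAs, the mean of HFoleic libraries 9 to 11 in log2 CPM was nearer to the reference group than to the other 5 HFoleic libraries, against a median of 134 and at most 202 in the 55 other splits into 3 and 5. This was so for miR-150-5p, at 203 to 297 CPM against 217 to 512 CPM in the reference group, 90.2 to 141 CPM in the other 5 HFoleic libraries and 83.0 to 160 CPM in HFepa. Other miRNAs did not follow: miR-210-3p was high in libraries 9 to 11 alone, with a mean of 54.7 CPM against 32.5 CPM in the reference group and 34.9 CPM in the other 5, and for miR-33-5p (10.8, 7.43 and 11.3 CPM in the same order) and miR-18a-3p (1.77, 2.68 and 1.62 CPM) libraries 9 to 11 lay near the other HFoleic libraries. The 3 libraries were also the ones that the PLS-DA assigned to the reference group.

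A hypothesis is that something tied to the library number, such as a batch of preparation, adds to the differences between the groups. Across the 386 miRNAs, HFepa minus reference correlated with late-numbered minus early-numbered HFoleic libraries at a Pearson r of 0.626 and a Spearman rho of 0.489, although the compared sets share no library. This r was the highest of the 56 splits of the HFoleic libraries into 3 and 5, and the next was 0.548; miRNAs are not independent replicates. Of the 61 miRNAs called in HFepa vs. reference, 51 had the same sign in late minus early HFoleic libraries, but 8 of the 56 splits gave as many. The correlation is what a batch would give. It is also what would be seen if 3 HFoleic mice had responded less to the high-fat diet than the other 5, as HFepa and the reference group differ in diet as well. Both stay open, and so does a difference between the mice in age, litter or tissue piece, which was not tested.

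A pair of tests was run to part these explanations, and neither did. If preparation had acted on each mature sequence on its own, the 5p and 3p arms of a hairpin would change independently. Over 100 hairpins, the late minus early differences of the arms had a Pearson r of -0.0241, but 11 of the 55 other splits had a lower r, within a range from -0.13 to 0.31, so this cannot be told apart from any other split. The total counts of libraries 9 to 11, from 5582691 to 7220112, were higher than those of the other 5 HFoleic libraries, from 4340903 to 5774616 (two-sided exact permutation test, p = 0.0357). A difference in totals is technical in part, but it does not say whether the profiles differ for that reason or because these 3 mice differed.

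With the library number in the fit, 1 miRNA was called in HFoleic vs. reference and 0 in HFepa vs. reference (16 at an unadjusted p under 0.05). This loss of calls is not evidence for a batch. Of the 56 splits of the HFoleic libraries into 3 and 5, entered the same way, 28 left as few calls, the real one included. The median standard error rose from 0.165 to 0.212 in HFoleic vs. reference and from 0.173 to 0.281 in HFepa vs. reference. On simulated counts the same fit still called 159 and 122 of 198 miRNAs changed 2-fold. In that simulation 198 of 382 miRNAs were changed, a larger share than was called in the real libraries, which makes calls easier after adjustment. The fold changes also became smaller: among called miRNAs, the median absolute log2 fold change went from 0.96 to 0.45 in HFoleic vs. reference, with 44 of 48 keeping their sign, and from 0.90 to 0.32 in HFepa vs. reference, with 42 of 61 keeping it. In both comparisons this was the lowest median of the 56 splits, the others lying between 0.58 and 1.37 and between 0.47 and 1.43. This argues against lost precision as the whole cause of the smaller fold changes, and leaves open both a batch and 3 HFoleic mice that responded less. The library number itself was a significant term for 26 miRNAs. The cut after library 11 was chosen on these same libraries, and no such number is given for the other splits. The 26 therefore cannot be set against a number for no change. Sequencing HFoleic and reference livers side by side, or the dates of preparation, would be needed to part the library number from the diet.

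For miR-34a-5p, the comparison of the lineages can be made among late-numbered libraries alone. Among libraries 12 to 23, HFepa minus HFoleic was -0.65 in mean log2 CPM (two-sided exact permutation test, p = 0.0833, n = 7 and 5). Among libraries 1 to 11, HFoleic minus reference was 0.13 (two-sided exact permutation test, p = 0.830, n = 3 and 8), and the edgeR fit of the same libraries gave -0.25. Neither permutation test passed 0.05 over all libraries, but each depends on 1 library. Without reference library 3, HFoleic minus reference among libraries 1 to 11 was 0.46 (two-sided exact permutation test, p = 0.0417, n = 3 and 7). Without HFepa library 19, HFepa minus HFoleic among libraries 12 to 23 was -0.86 (two-sided exact permutation test, p = 0.00649, n = 6 and 5). These are the lowest p of the 23 tests that each left out 1 library, without adjustment, and the other 21 were above 0.05.

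For the marker lists, the mean log2 level of each list was compared between groups by two-sided exact permutation tests, 21 in all, and the lowest adjusted p was 0.5265 with Benjamini-Hochberg adjustment. For HFepa vs. reference the differences were -0.26 for muscle and heart, -0.04 for red blood cells, -0.43 for pancreas, -0.31 for leukocytes, -0.16 for biliary epithelium, -0.15 for stellate cells and fibroblasts, and 0.00 (0.000600) for hepatocytes. For HFoleic vs. reference they were -0.25, -0.09, -0.31, -0.34, -0.14, -0.14 and 0.07 in the same order, and for HFepa vs. HFoleic -0.01, 0.05, -0.13, 0.03, -0.03, -0.01 and -0.07. The liver holds over 1 CPM, as a reference mean, of 2 of the 6 muscle and heart miRNAs, 1 of the 4 pancreas miRNAs and all 5 of each other list. The study also picked miR-1a-3p, miR-208b-3p, miR-150-5p and miR-148a-3p of these lists from the same livers.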
